# Single cell RNA-seq reveals genes vital to in vitro fertilized embryos and parthenotes in pigs

**DOI:** 10.1038/s41598-021-93904-3

**Published:** 2021-07-13

**Authors:** Zhi-Qiang Du, Hao Liang, Xiao-Man Liu, Yun-Hua Liu, Chonglong Wang, Cai-Xia Yang

**Keywords:** Biotechnology, Developmental biology, Zoology

## Abstract

Successful early embryo development requires the correct reprogramming and configuration of gene networks by the timely and faithful execution of zygotic genome activation (ZGA). However, the regulatory principle of molecular elements and circuits fundamental to embryo development remains largely obscure. Here, we profiled the transcriptomes of single zygotes and blastomeres, obtained from in vitro fertilized (IVF) or parthenogenetically activated (PA) porcine early embryos (1- to 8-cell), focusing on the gene expression dynamics and regulatory networks associated with maternal-to-zygote transition (MZT) (mainly maternal RNA clearance and ZGA). We found that minor and major ZGAs occur at 1-cell and 4-cell stages for both IVF and PA embryos, respectively. Maternal RNAs gradually decay from 1- to 8-cell embryos. Top abundantly expressed genes (CDV3, PCNA, CDR1, YWHAE, DNMT1, IGF2BP3, ARMC1, BTG4, UHRF2 and gametocyte-specific factor 1-like) in both IVF and PA early embryos identified are of vital roles for embryo development. Differentially expressed genes within IVF groups are different from that within PA groups, indicating bi-parental and maternal-only embryos have specific sets of mRNAs distinctly decayed and activated. Pathways enriched from DEGs showed that RNA associated pathways (RNA binding, processing, transport and degradation) could be important. Moreover, mitochondrial RNAs are found to be actively transcribed, showing dynamic expression patterns, and for DNA/H3K4 methylation and transcription factors as well. Taken together, our findings provide an important resource to investigate further the epigenetic and genome regulation of MZT events in early embryos of pigs.

## Introduction

Early embryo development in mammals is one of the most marvelous biological events, and has been studied in great detail in developmental, reproductive and stem cell biology. It debuts from the fertilization of mature oocytes at metaphase of the second meiosis (MII) by sperms, or the parthenogenetical activation by physical and/or chemical stimuli^1^. Maternal factors deposited in oocytes during oogenesis, growth and maturation can reprogram and initiate the transcription of embryo genome^2^. These epigenetic reprogramming events include DNA/histone methylation, chromatin modifications at both local accessibility (histone methylation or acetylation) and spatial configuration (3D chromosomal organization)^3^, which could interact with environmental factors (nutrients, hormones, etc.) to further modify zygotic genome activation (ZGA). The clearance of maternal mRNAs during maternal-to-zygote transition (MZT) in a timely fashion is inevitable to the onset of early embryo development, especially the subsequent ZGA^2,4–6^. When abnormal maternal mRNA clearance happens, ZGA could be impaired, and embryo development will fail^6^.

The mammalian ZGA event is species-specific, and occurs in two waves (minor and major)^7^. In mice, the minor and major ZGA are characterized to be at 1-cell and 2-cell stages, respectively^8^. However, in pigs, the major ZGA is considered to be at the 4-cell to 8-cell stages^9–12^. A recent study confirmed the timing of major ZGA, employing the single-cell RNA sequencing (scRNA-seq) method on pig early in vivo fertilized embryos, to dissect the molecular features of pluripotency, dynamics of X-chromosome dosage compensation and the first lineage specification^13^. Using only trace amount of materials, the powerful scRNA-seq can profile the transcriptome dynamics^14^, and has been used to reveal the transcriptome maps of early embryos in humans^15^, mice^16^ and monkeys^17^. However, in pigs, majority of RNA-seq studies used pooled whole early embryos derived from in vitro and in vivo fertilization, and somatic cell nuclear transfer^18,19^. Only few scRNA-seq studies have been performed^13^, including our works on screening pig oocytes with better quality for maturation^20^, and aberrant signaling pathways underlying oocyte maturation when perturbed by chemical treatment^21^. Even though we already know that embryos developed by in vitro fertilization or parthenogenetic activation possess poor quality and developmental competence^1^, the exact molecular mechanisms are still poorly understood.

Genome-wide transcript profiling during MZT in pigs could contribute to understanding stage-specific transcriptome, the clearance of stored maternal transcripts, and newly synthesized transcripts in ZGA, thereby identifying key genes and associated signaling pathways. In the present study, using scRNA-seq, we studied comparatively the transcriptomes of porcine oocytes and single blastomeres from early pig embryos at 1- to 8-cell stages, generated from in vitro fertilization (IVF) and parthenogenetic activation (PA), respectively. We analyzed the dynamics of transcriptional regulation (death of maternal transcripts and birth of zygotic transcripts), compared comprehensively the regulation of gene expression between biparental and maternal-only embryos, and provided reference resources for future functional investigation on the key genes and signaling pathways involved.

## Materials and methods

### Ethics statement

All experimental materials and procedures were reviewed and approved by the Animal Care Commission and Ethics Committee of the Yangtze University, Hubei, China. All methods were performed in accordance with the approved guidelines and regulations. Unless specified, all reagents used in this study were purchased from Sigma-Aldrich. Plastic material was bought from Corning.

### In vitro maturation of pig oocytes

Gilt ovaries were obtained from a local slaughterhouse, and transferred to the laboratory within 2 h in sterile 0.9% sodium chloride containing penicillin and streptomycin and maintained at 28–32 °C. Follicular fluids were aspirated from antral follicles (3-5 mm diameter) using an 18-gauge needle attached to a 5 ml disposable syringe. Precipitant was washed three times in the HEPES-buffered Tyrode medium (3.2 mM KCl, 114 mM NaCl, 2 mM CaCl_2_·2H_2_O, 0.34 mM Na_2_HPO_4_, 0.5 mM MgCl_2_, 10 mM sodium lactate, 10 mM HEPES, 0.2 mM sodium pyruvate, 12 mM sorbitol, 2 mM NaHCO_3_, 0.1 mM polyvinylalcohol, 1 μM gentamicin). Pig cumulus-oocyte complexes (COCs) with more than three layers of cumulus cells and uniform ooplasm were picked, and washed using the TCM199 maturation medium (Gibco BRL, Grand Island, NY) supplemented with 0.1% PVA, 3.05 mM D-glucose, 0.91 mM sodium pyruvate, 1 µM gentamicin, 0.57 mM cysteine, 0.5 µM luteinizing hormone, 0.5 µM follicle stimulating hormone, 10 nM epidermal growth factor. COCs were in vitro matured in a 24-well plate (50 COCs in one well, with 500 μl maturation medium and covered by mineral oil). After maturation for 44 h in an incubator (39 °C, 5% CO_2_, and saturated humid air), cumulus cells were stripped off via vortexing in 0.1% hyaluronidase solution in HEPES-buffered Tyrode medium containing 0.01% PVA.

### In vitro fertilization and parthenogenetic activation

MII oocytes were used for in vitro fertilization (IVF) or parthenogenetical activation (PA). For IVF, 25–30 oocytes were put in 50 µl droplets of IVF medium (modified Tris-buffered medium with 113.1 mM NaCl, 3 mM KCl, 7.5 mM CaCl2, 11 mM glucose, 20 mM Tris, 2 mM caffeine, 5 mM sodium pyruvate, and 2 mM BSA). Fresh semen was washed using IVF medium and diluted to 5 × 10^5^ sperms/mL^22^. The semen suspension (50µL) was added into the droplets, and co-incubated for 4 h (39 °C, 5% CO_2_) (end of incubation considered as 0 h for IVF). For PA, oocytes were first placed in the activation medium (0.28 M mannitol, 0.1 mM CaCl_2_·2H_2_O, 0.1 mM MgCl_2_, 1 mM BSA, 0.5 mM HEPES) to reach balance, and then stimulated for 30 μs using two direct pulses of 1.2 kV/cm on the Electrocell Manipulator (BTX830, USA) (marked as 0 h for PA). Then, oocytes were incubated for 4 h in the porcine zygote medium 3 (PZM-3) with 2.5 mM 6-dimethylaminopurine and 5 μM cytochalasin B in the incubator (39 °C, 5% CO_2_ and saturated humid air)^23^. After IVF or activation, 50 zygotes or activated embryos were cultured in 500μL fresh PZM-3 medium covered with mineral oil in the incubator (39 °C, 5% CO_2_ in air atmosphere) for 7 days. The cleavage and the blastocyst formation were recorded at 48 h and 168 h, respectively. Cell numbers of blastocysts were counted after Hoechst33342 staining. Each experiment was repeated at least three times, and data were displayed as means ± standard error of the mean (SEM).

### Single embryo/blastomere preparation

Zygotes or parthenotes were collected from 1-cell (19 h), and blastomeres were biopsied from 2-cell (27 h), 4-cell (48 h) and 8-cell (72 h) IVF and PA embryos, respectively. Acquired embryos were washed three times using 1% bovine serum albumin (BSA) in Dulbecco’s phosphate saline (DPBS), and the zona pellucida was removed using Tyrode medium acidic with HCl. Embryos were treated using 0.05% trypsin in 1% BSA/DPBS for 40 to 60 min, and then physically separated into single blastomeres by repeatedly sucking and blowing, using a fine glass pipette with appropriate diameter. Separated single blastomeres were washed three times with 1% BSA in DPBS, immediately transferred into the lysis buffer in 200μL eppendorf tube, and put into a −80 °C freezer until use.

### Library construction and single cell RNA sequencing

The single cell samples were reversely transcribed and amplified using Ansuper-seq, developed and adapted from a previously published method^24^. Briefly, in this reaction system, specific primers were designed and used to reversely transcribe the first cDNA strand based on templates of transcripts with or without polyA tails. Then, at the end of the first cDNA strand, polyA tails were extensively synthesized and attached, and the second cDNA strand was synthesized using primers binding to the polyA tail. Finally, cDNAs were PCR amplified to obtain enough material for sequencing library construction. To construct the library, cDNA products were fragmented by the Bioruptor®Sonication System (Diagenode Inc.), complemented the terminal sequences, added adenosine at the 3’-terminal, put on sequencing adapters, selected specific size of fragments, and amplified by PCR. The final libraries were evaluated for quality by checking the concentration and fragment distribution, and were submitted for 150 bp paired-end sequencing by an Illumina Hiseq X-Ten platform. All sequencing work was done by the Annoroad Gene Technology Company.

### Read mapping and expression quantification

Raw reads were processed into clean reads by removing low quality and adaptor-containing reads. Then, clean reads were mapped onto the pig reference genome (Sscrofa11.1) by Hisat2^25^. After assessing sequence saturation and read distribution on the reference genome, transcripts were assembled by StringTie^26^, counts were numbered by HTSeq^27^, and FPKM (Fragments Per Kilobase Millon Mapped Reads) were calculated. Sex of single cells was determined, by calculating total FPKM of all genes on the Y chromosome (When ≥ 10, it was regarded as male; whereas ≤ 10, considered as a female)^13^. Differentially expressed genes (DEGs) between two groups were identified using DEseq2^28^. A gene was considered significant if the Benjamini and Hochberg-adjusted P value (Padj.) was < 0.05 and the |log_2_ (Fold change)|≥ 1. ClusterProfiler^29^ in the R software (www.R-project.org/) was used for gene enrichment analysis, Gene Ontology (GO) and KEGG pathways (Kyoto Encyclopedia of Genes and Genomes, www.kegg.jp/kegg/kegg1.html) ^30^, respectively (P < 0.05 defined as significant enrichment). To compare the expression levels of pig in vitro early embryos with in vivo derived embryos, the FPKM of porcine in vivo embryos generated via scRNA-seq was directly downloaded from the published report^13^.

### Significance analysis on important genes and pathways

Based on the biological significance of gene involvement in oocyte maturation and early embryo development (MZT and ZGA), we selected important genes in DNA/histone methylation and transcription factors, and analyzed their expression patterns in our samples.

## Results

### scRNA-seq overview

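Embryos were collected 19 h (1-cell), 27 h (2-cell), 48 h (4-cell) and 72 h (8-cell) after the end of the incubation with sperm in the IVF group, or after the electric pulse in the PA group. Blastomeres carry the number of the embryo that they came from. The 2-cell groups held 2 blastomeres from each of 3 embryos. IVF 4-cell blastomeres came from 3 embryos with 3, 2 and 4 blastomeres, and PA 4-cell blastomeres from 3 embryos with 2, 4 and 3. Each 8-cell group held 3 blastomeres of 1 embryo. Of the PA 4-cell blastomeres, 1-4 and 2-1 nearly repeat the values of PA 2-cell-1-2 and 2-cell-2-1, respectively. Pearson's r of log2 values was 0.999 in both pairs, against at most 0.908 for the other 859 pairs of cells. Leaving these 2 cells out was added as an alternative, chosen after seeing the data. The authors amplified cDNA from each cell, with or without polyA tails, sequenced it without molecular identifiers named in the methods, mapped the reads to Sscrofa11.1 and deposited the FPKM of 15351 genes per cell, which are the values used here. Embryos (20 in all) were taken as the replicates, with the mean FPKM of an embryo's blastomeres as its value. The 8116 genes with FPKM of at least 1 in at least 3 cells were tested by limma with a mean-variance trend on log2(FPKM + 1), with all 8 groups of method and stage sharing 1 estimate of the spread. Genes were called differentially expressed by the paper's thresholds, an adjusted p (Benjamini-Hochberg) below 0.05 and a fold change of at least 2. Adding 1 to the FPKM shrinks the fold change of genes near 0. In comparisons of 8-cell with 4-cell embryos, the lone 8-cell embryo was assumed to vary like the embryos of the other groups. IVF and PA 8-cell embryos, 1 each, were compared by their values without a test. MII oocytes were not analysed here.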

To study the dynamic changes of gene expression profiles during MZT process in pig early embryos, we collected and sequenced a total of 42 single cells, 21 each for in vitro fertilization (IVF) and parthenogenetic activation (PA) embryo samples (3 zygotes, 6, 9 and 3 single blastomeres from 2-cell, 4-cell, and 8-cell embryos), respectively (Fig. 1A). All samples were taken from an in vitro culturing and fertilization system established in the lab, to produce porcine early embryos (Figure S1).

**Figure 1:**
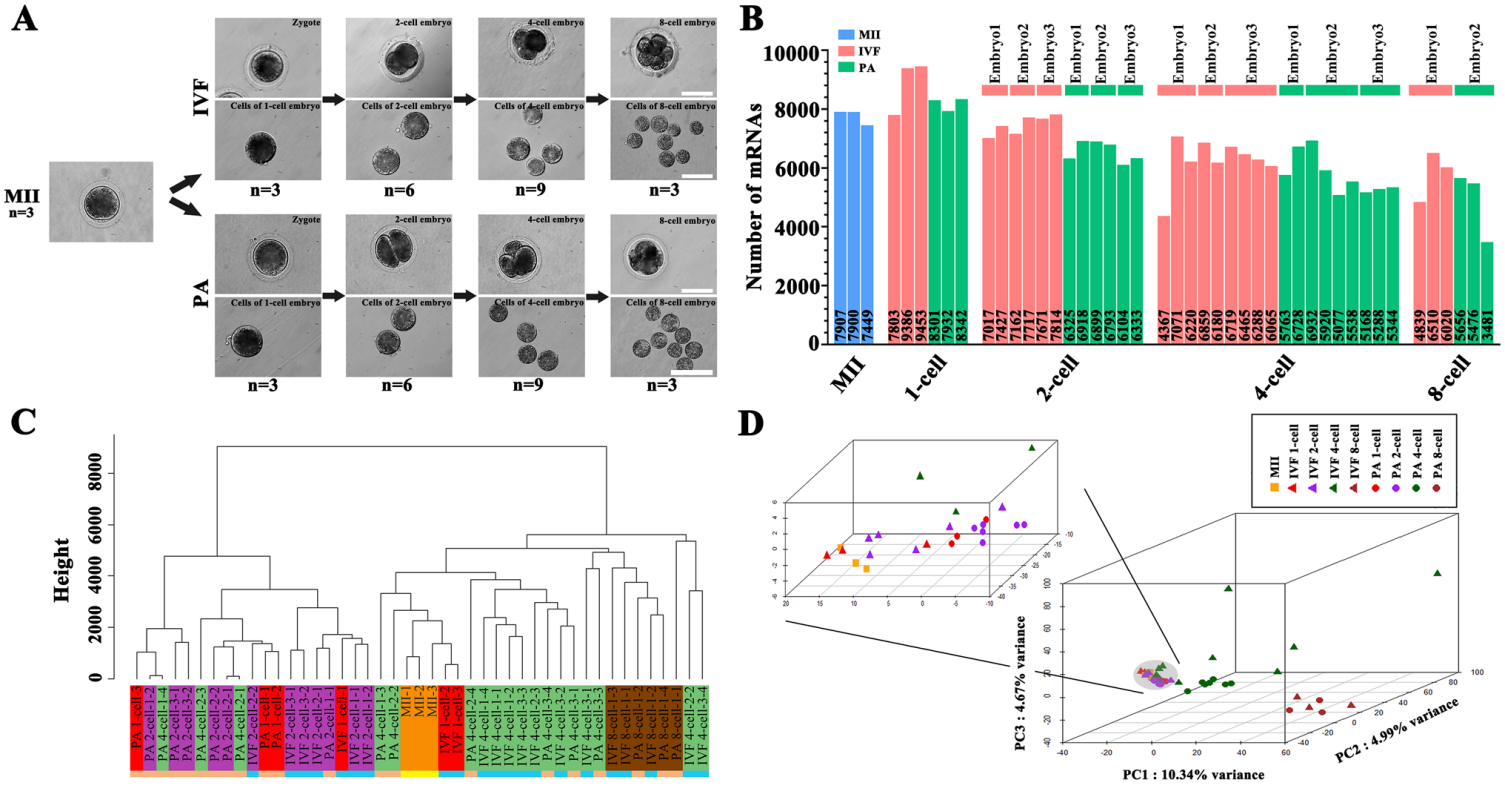
scRNA-seq of porcine mature oocytes and early embryos. **A** Porcine MII oocytes and early embryos were collected (details as in Materials and Methods). Scale bars: 100 μm. **B** Number of expressed mRNAs at different developmental stages. **C** Unsupervised hierarchical clustering. Different colors indicate different developmental stages. **D** PCA analysis. Different colors and shapes indicate different developmental stages and lineages.

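By the paper's Table S1, between 33341622 and 99027815 reads per cell were mapped, with a median of 78256552. The FPKM of a gene are multiples of a unit that is fixed by the gene and the cell, so the reads counted on genes could be recovered from the FPKM with the read counts in Tables S6 and S9. Whole reads, within 0.002 of a read for the lowest counts, came out for 14663 genes (99.8% of the expressed ones), and 71652 of 71700 counts in the 2 tables were equal to the recovered reads. These reads on genes, between 4350322 and 15136275 per cell with a median of 10226368, are the depth of the FPKM. In the IVF group, they ranged from 9413473 to 13621373 at 1-cell (median 12386862), from 7906960 to 12546914 at 2-cell (median 11648598), from 4350322 to 12590876 at 4-cell (median 9314427) and from 4743379 to 10162692 at 8-cell stage (median 8512788). In the PA group, the ranges were 11482971 to 13699452 (median 13578372), 9968681 to 13542662 (median 12226542), 5173220 to 13433423 (median 7112129) and 7504048 to 15136275 (median 10469918), respectively. The median of mapped reads lay between 72070447 (PA 8-cell) and 94714022 (PA 1-cell) among the groups. Reads multiplied by PCR are not independent molecules, so their number gives no counting error of molecules.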

Mapping statistics of short reads obtained from scRNA-seq of IVF and PA embryos were summarized in Table S1. Expression levels of mRNAs (FPKM) were calculated for all 42 single cells, and also for mature MII oocytes (n = 3) (Table S2). 

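The table held 15351 genes, of which 659 were at 0 in every cell. The 1007 FPKM of 24 genes and the 1134 FPKM of 27 genes in Tables S11 and S12 that belong to the 42 cells were all equal to the deposited values. FPKM are scaled within each cell alone. Mitochondrial mRNAs took between 3.89% (IVF 1-cell embryo 1) and 51.7% (PA 4-cell embryo 3) of an embryo's summed FPKM, which leaves less of the sum to nuclear genes where they are abundant. Genes that overlap on opposite strands are uncertain, because the strand counted is not stated: of 1020 such pairs among the genes tested, 157 had a correlation above 0.9 across the 42 cells, against 1 of 4999 random pairs.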

Generally, the number of detected mRNAs (FPKM > 0) gradually decreased from 1- to 8-cell stages in both IVF and PA groups (Fig. 1B). 

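Averaged over an embryo's blastomeres, the number of genes with FPKM > 0 was 8881 ± 934 (mean ± SD, n = 3 embryos) in IVF 1-cell, 7468 ± 261 (n = 3) in 2-cell and 6263 ± 334 (n = 3) in 4-cell embryos, and 5789.7 in the 8-cell embryo. PA embryos had 8192 ± 226, 6562 ± 318 and 5793 ± 494 genes at these stages (n = 3 each), and 4871 in the 8-cell embryo. Over the 10 IVF embryos, Spearman's rho between stage and number was -0.963 (two-sided exact permutation test over 16800 assignments, p = 0.000119, 0.000238 after Benjamini-Hochberg adjustment over 4 relations with stage), and Pearson's r was -0.912 (p = 0.000119 by the same exact test). Over the 10 PA embryos, rho was -0.925 (exact permutation p = 0.000476, adjusted 0.000635) and r was -0.951 (exact permutation p = 0.000119). Without the 8-cell embryo and 1-cell embryo 3 of each group, the 2 farthest from the median stage (1- and 4-cell embryos tie, and the one farthest from the median in number was taken), r was -0.897 (IVF) and -0.926 (PA). Of the alternatives, counting genes with FPKM of at least 1 moved the IVF value most, to a rho of -0.925, and the median over blastomeres moved the PA value to -0.900, while it was -0.963 without PA 4-cell-1-4 and 2-1. Since depth differs between stages, the recovered reads were also thinned to 4300000 per cell over 10477 genes, an alternative chosen after seeing the data. After thinning, 7958, 6659, 5379 and 4934 genes were detected on average in IVF embryos from 1- to 8-cell stage, and 7337, 5641, 5139 and 3973 in PA embryos, with the same rank order with stage as before thinning (rho -0.963 and -0.925).

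**Figure D1:**
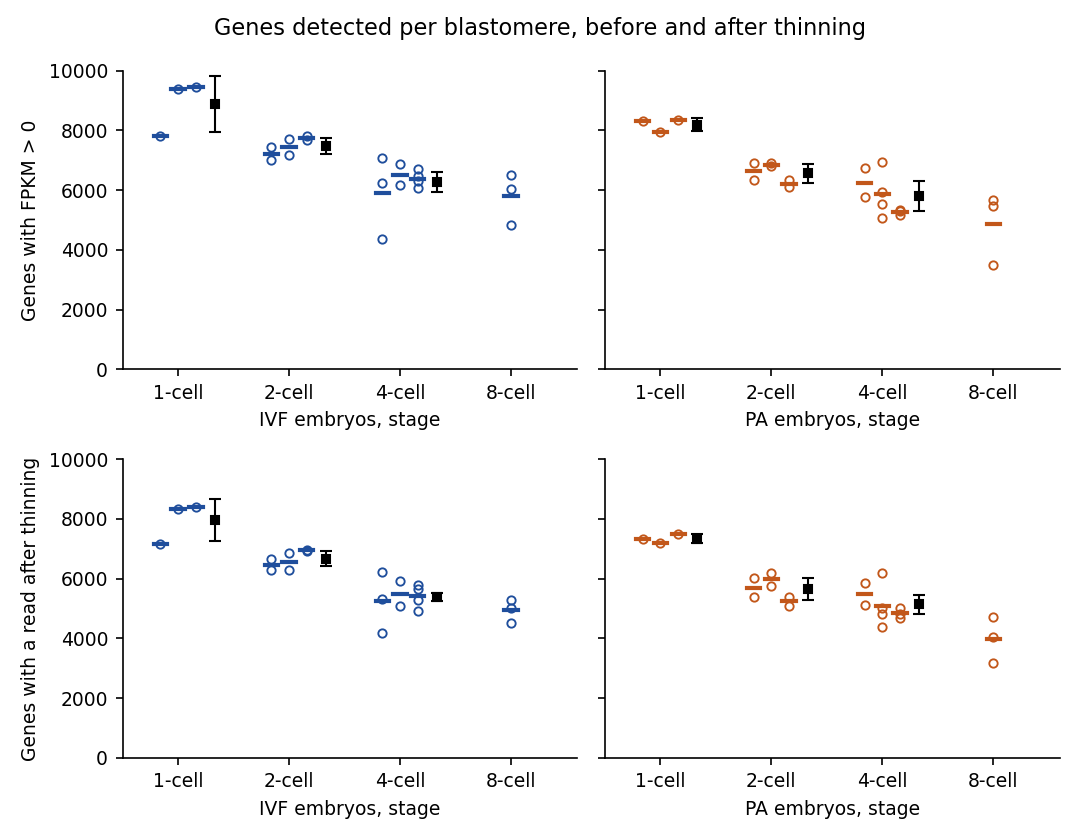
Number of genes detected per blastomere (y axis) at each stage (x axis) of IVF and PA embryos, as deposited (top) and after thinning to 4300000 reads (bottom); circles are blastomeres in columns by embryo, short bars embryo means, and black squares the mean ± SD over 3 embryos. Both rows fall from the 1-cell to the 8-cell stage in both groups.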

Based on mRNA expression data, the unsupervised hierarchical clustering and principal-component analysis (PCA) were performed. 

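The 42 cells were clustered by Euclidean distance and complete linkage on the log2 values of the genes tested, without MII oocytes. Divided into 2 clusters, 36 of the 42 cells lay with the cells of their own part of development (1- and 2-cell, or 4- and 8-cell). The early cluster held all 18 cells of 1- and 2-cell embryos and also 6 cells of 4-cell embryos. These were IVF 4-cell-1-2, 1-4, 3-2 and 3-3 (embryo and blastomere number) and PA 4-cell-1-4 and 2-1, while the other blastomeres of these 4 embryos fell into the other cluster. Without the last 2, each of which nearly repeats a PA 2-cell blastomere, 36 of 40 cells were placed in this way. A distance of 1 minus Spearman's correlation moved the result most and placed 28 cells in this way.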

The unsupervised hierarchical clustering results showed two big "blocks" , the first one containing MII oocytes close to IVF and PA at 1- and 2-cell stages, and the second one with IVF close to PA at 4- and 8-cell stages (Fig. 1C). PCA analysis showed three big blocks: the first one with MII oocytes close to IVF and PA at 1- and 2-cell stages, the second block with IVF and PA at 4-cell stage and third one containing IVF and PA at 8-cell stage (Fig. 1D). Thus, our data indicated that expression differences of mRNAs existed along the developmental stages of porcine early embryos. Furthermore, we characterized the gender of single cells, two of three 4-cell and one 8-cell IVF embryos to be male; all PA embryos to be female (Table S3 and Figure S2). However, expression levels of all genes on the Y chromosome largely differed among different blastomeres within the same male 4- or 8-cell IVF embryo, indicating asymmetric or imbalanced expression.

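Over the 42 cells, the first 3 principal components held 25.8%, 6.69% and 4.12% of the variance of log2(FPKM + 1). The median position on the first component was -74.9 for 1-cell, -51.8 for 2-cell, 56.7 for 4-cell and 104 for 8-cell stage. Cells of 4-cell embryos were spread from -54.9 to 92.7, and 20 of the 24 cells of 4- and 8-cell embryos lay above every cell of the earlier stages. The 8-cell blastomeres lay between 90.8 and 110 on it, and between -73.0 and -23.6 on the second component (median -47.3). On the latter, 17 of the 18 4-cell blastomeres lay above all of them, from -20.8 to 65.7, and IVF 4-cell-2-2 lay at -79.3. All 6 cells of 8-cell embryos and 13 of the 18 cells of 4-cell embryos lay nearest the centre of their own stage, while 4 cells of 4-cell embryos lay nearest a centre of the 1- or 2-cell stage, PA 4-cell-1-4 and 2-1 among them. FPKM without the log moved the share of the first component most, to 78.3%.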

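Among the 25 Y-chromosome genes in the table, 24 were above 0 in at least 1 cell. Their summed FPKM reached the paper's threshold of 10 in 6 cells of 3 IVF embryos. These were IVF 4-cell-2-3 (100.6), 4-cell-3-1 (79.8) and 4-cell-3-4 (19.3), and the 8-cell blastomeres 1-1 (326), 1-2 (263) and 1-3 (53.9). The highest sum among all other cells was 2.83, in PA 1-cell-1, whose embryo carried no Y chromosome. Lowering the threshold to 5 left 6 cells, and raising it to 20 left 5. No cell reached the threshold in the 6 IVF embryos of 1- and 2-cell stage.

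**Figure D2:**
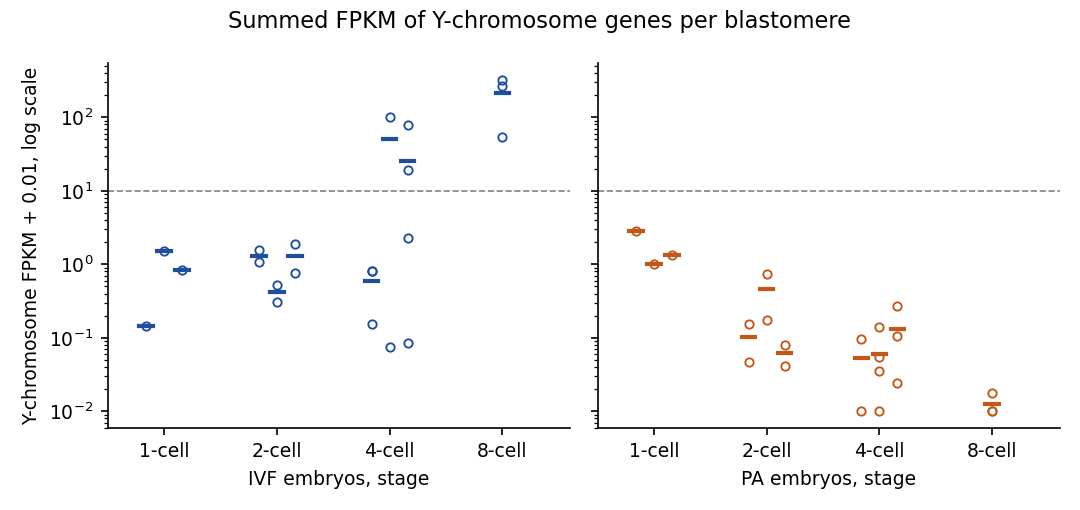
Summed FPKM of Y-chromosome genes plus 0.01 per blastomere (y axis, log scale) at each stage of IVF and PA embryos (x axis), with a dashed line at the threshold of 10; circles are blastomeres in columns by embryo and short bars are embryo means. Only 6 blastomeres, all of IVF 4-cell and 8-cell embryos, lie above the line.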

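In the male 4-cell embryos, the sister blastomeres of the cells at or above 10 summed to 0.0639 (4-cell-2-2), 2.26 (4-cell-3-2) and 0.0740 (4-cell-3-3). ENSSSCG00000034141 gave 94.1 in 4-cell-2-3 but 0.0415 in 4-cell-3-1, where ENSSSCG00000012179 gave 73.8 FPKM. Without ENSSSCG00000034141, the Y gene with the largest summed FPKM, 4-cell-2-3 fell below the threshold with a sum of 6.52. This 1 gene therefore decides whether its embryo passes the threshold of 10. The rest of the sum, of which ENSSSCG00000027046 gave 5.61 FPKM, still lay above the highest sum among cells not typed male (2.83). ENSSSCG00000027046 was listed at 0 in every PA cell. In the 8-cell embryo, ENSSSCG00000034141 gave 243 FPKM in blastomere 1-2, 126 in 1-1 and 0.0360 in 1-3. Blastomere 1-1 also held ENSSSCG00000038249 (114 FPKM) and ENSSSCG00000012178 (82.7 FPKM). There is 1 library per blastomere, so differences between sisters cannot be parted from the variation between libraries of equal cells.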

### Abundantly expressed genes in early embryos

Before focusing on genes significantly differentially expressed between different developmental stages, or between IVF and PA embryos, we first examined those genes expressed the most abundantly, considered to be vital to maintain the basic characteristics of specific cell/tissue/organ. 

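Ranked by average FPKM over the cells of a group, the 160 places of the 8 lists of 20 genes included 80 mitochondrial ones, 9, 11, 11 and 11 in IVF and 8, 9, 10 and 11 in PA from 1- to 8-cell stage. All 160 averages in Table S4 were within 0.5% of those computed here. Averaged over cells, the 13 mitochondrial mRNAs held 11.09%, 22.2%, 33.5% and 39.5% of the summed FPKM in IVF and 10.8%, 13.2%, 37.5% and 41.1% in PA from 1- to 8-cell stage. Ranking by the median over cells changed the number of mitochondrial places to 82, and ranking by the mean over embryos left it unchanged.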

For all 42 samples, top 20 abundantly expressed mRNAs were selected, and we found that many mitochondrion-derived RNAs were highly abundantly expressed in both IVF and PA groups (Table S4), similar to results of in vivo oocytes and fertilized embryos.

Then, we looked at the top 20 abundantly expressed nuclear mRNAs at each stage of IVF and PA groups (Table S5) (Fig. 2). 

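Over the 8 lists of 20 nuclear genes, 59 genes took a place, 25 of them in lists of both IVF and PA. All 160 averages in Table S5 were within 0.5% of those computed here, while 4 genes in its IVF 4-cell list ranked lower by their averages: 7SK (rank 26), ARMC1 (rank 40), ENSSSCG00000004489 (rank 64) and ENSSSCG00000004151 (rank 67). ENSSSCG00000035520 and YWHAE were in all 8 lists, and ENSSSCG00000037674 and ENSSSCG00000040056 in 7. ENSSSCG00000000296 (gametocyte-specific factor 1-like, chromosome 5, 19669821 to 19673217), ARMC1, DNMT1, PCNA, CDR1, IGF2BP3 and ENSSSCG00000039638 were in 6, BTG4 in 5, and UHRF2, CDV3 and ENSSSCG00000034113 in 4. ENSSSCG00000000296 ranked first at 1- and 2-cell stage, with 3936 ± 1754 and 5147 ± 687 FPKM in IVF and 5150 ± 1662 and 5706 ± 1927 FPKM in PA (mean ± SD, n = 3 embryos each). From 2- to 4-cell stage of IVF, its log2 fold change was -2.77 (standard error 0.533, limma adjusted p = 0.0153). This call was lost when any of the 3 IVF 2-cell embryos or IVF 4-cell embryo 2 was left out, and its adjusted p from limma ranged from 0.00107 to 0.248 over the alternatives. It fell again to 8-cell stage, by 5.99 in IVF (limma adjusted p = 3.76e-05) and by 6.61 in PA (limma adjusted p = 1.47e-05) on the log2 scale. ENSSSCG00000035520, an unnamed gene of chromosome X, varied widely between embryos of a group, from 15.2 to 6026 FPKM among IVF 4-cell embryos. ENSSSCG00000037674 lies within EEF1A1 (ENSSSCG00000004489) on the other strand, and the median ratio of their reads over the 42 cells was 0.834, a limit on both genes. They rose together from 4- to 8-cell stage, by log2 fold changes of 3.97 and 3.86 in IVF (limma adjusted p = 0.00963 and 0.0117) and 3.58 and 3.51 in PA (limma adjusted p = 0.0149 and 0.0178). IGF2BP3 fell by 5.34 in IVF and 3.95 in PA at this step (limma adjusted p = 2.7e-06 and 8.6e-05), BTG4 fell by 6.65 and 4.46 (limma adjusted p = 1.81e-06 and 0.000156), and ARMC1 rose by 2.52 and 1.68 (limma adjusted p = 0.00256 and 0.0342) on the log2 scale, ARMC1 in PA without a call when PA 4-cell embryo 1, or PA 4-cell-1-4 and 2-1, were left out.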

First, common mRNAs to both IVF and PA embryos (MII to 8-cell) were ranked (Fig. 2A, upper section). Evidences indicate that these genes (CDV3, PCNA, CDR1, YWHAE, DNMT1, IGF2BP3, ARMC1, BTG4, UHRF2, gametocyte-specific factor 1-like) are important in multiple biological processes, including the fertilization and early embryo development (see references in Fig. 2 and Table S4). Second, genes specific to IVF or PA groups were also found, such as FTL, 7SK, ENSSSCG00000038391, ENSSSCG00000004489, ENSSSCG00000004151 in the IVF group, and SEPTIN11, CSDE1, FAM151B, ENSSSCG00000017032 and TNPO1 in the PA group, respectively (Fig. 2A, lower section). In addition, after comparing the expression dynamics of those mRNAs (Fig. 2A) and abundances in the IVF and PA groups (Fig. 2B and 2C), to those of the in vivo group (Figure S3)^13^, we found that some mRNAs (including CDR1, YWHAE, IGF2BP3, gametocyte-specific factor 1-likeand TNPO1) were highly expressed in IVF and/or PA groups, but lowly expressed in vivo. Thus, these data provide an important resource and information to further investigate the involvement of these genes in porcine oocytes and early embryos, both in vitro and in vivo.

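In the lists computed here, 17 genes took a place in IVF lists alone and 17 in PA lists alone. 7SK and ENSSSCG00000038391 (which overlaps PAK2 and PIGX) were in IVF lists alone, and TNPO1 and ENSSSCG00000017032 (annotated as PTTG1) in PA lists alone. FTL was in 2 IVF lists and 1 PA list, ENSSSCG00000004151 in 2 of each, ENSSSCG00000004489 in 1 IVF list, and SEPTIN11 and FAM151B in 1 IVF list besides PA lists. At the 4-cell stage, FTL had 874 ± 477 FPKM in IVF and 305 ± 60.7 in PA (mean ± SD, n = 3 embryos each), but 283 in the IVF and 1359 in the PA 8-cell embryo. The change of FTL, which overlaps GYS1, from 4- to 8-cell stage differed between IVF and PA by -3.66 (standard error 0.859, limma adjusted p = 0.0263), with 1 embryo in each 8-cell group. 7SK was carried by single embryos, with 5810 FPKM in 1 IVF 2-cell embryo and 0.571 in the lowest, against group means between 0.596 and 3.89 FPKM in PA; its log2 fold changes between IVF and PA were 3.68, 2.93 and 2.44 at 1-, 2- and 4-cell stage (standard error 2.72), none of them called by limma. TNPO1 had 703 ± 64.1, 643 ± 170 and 546 ± 236 FPKM in PA and 393 ± 123, 299.6 ± 94.9 and 146 ± 49.8 in IVF embryos of these stages (n = 3 each). At 4-cell stage its log2 fold change of IVF over PA was -1.86 (standard error 0.448, limma adjusted p = 0.0616), and limma called it when IVF 4-cell embryo 1 was left out, with the pseudocount of 0.1, under both other scalings, and without PA 4-cell-1-4 and 2-1 (-1.97; adjusted p over the alternatives from 0.000562 to 0.739). SEPTIN11 had log2 fold changes of IVF over PA of -1.06, -1.29 and -1.16 (standard error 0.541, limma adjusted p = 1, 0.877 and 0.342), and limma called it at 4-cell stage under median-ratio scaling alone (-3.13). FAM151B had 1147 ± 230 FPKM in PA and 329.9 ± 249 in IVF 1-cell embryos (n = 3 each). ENSSSCG00000017032 had 1021 ± 604 FPKM in PA and 368 ± 270 in IVF 4-cell embryos.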

**Figure 2:**
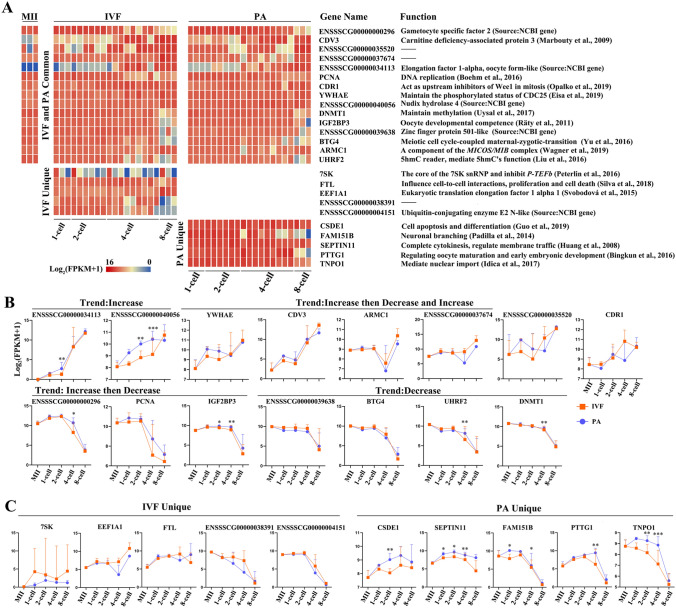
Nuclear mRNAs abundantly expressed (Top 20, starting from the highest average FPKM). **A** Heatmap and functional annotation of top 20 abundantly expressed mRNAs in IVF and PA embryos, including common and specific transcripts to IVF and PA embryo samples. **B** Expression dynamics of common (IVF and PA) mRNAs (mean ± SD). **C** Expression dynamics of unique mRNAs (mean ± SD).

### ZGA timing of in vitro porcine embryos

Previously, ZGA is determined to happen at the 4-cell to 8-cell embryonic stages for in vivo porcine embryos^13^. To better understand the molecular events of genome activation during MZT (minor and major ZGAs), we first analyzed mRNAs differentially expressed between consecutive developmental stages within IVF and PA groups (Table S6). 

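Between stages of IVF embryos, limma called 0 genes from 1- to 2-cell (216 at an unadjusted p under 0.05), 90 from 2- to 4-cell and 566 from 4- to 8-cell stage. In PA embryos, it called 8, 32 and 811 genes, respectively. Every called gene had no overlap between the embryos of the 2 groups, which chance gives for 10% of genes when 3 embryos are set against 3. At the steps to 8-cell stage, 1 embryo is set against 3, and chance gives no overlap for a larger share of genes. The standard error of the log2 fold change had a median of 0.816 over the genes, and of 1.15 where the lone 8-cell embryo was involved. From 2- to 4-cell stage, the number rose to 503 in PA under scaling by the median ratio, and to 729 in IVF without IVF 4-cell embryo 1. Without PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres, it was 601 in PA (93 up and 508 down), an alternative chosen after seeing the data. The step to 8-cell stage of PA then had 789 calls (657 up and 132 down). With only the groups compared in the fit, 0 genes passed in each of these comparisons but PA 2- to 4-cell (1 gene), with 883 at an unadjusted p under 0.05 for IVF 2- to 4-cell by limma. Of the genes listed in Table S6 for IVF, 1620 of the 1700 tested (95.3%) from 2- to 4-cell and 126 of 126 from 1- to 2-cell stage had the same sign in the embryo fit, and 69 and 0 of them passed the thresholds. The sheet for IVF 4- to 8-cell was used no further because the copy held the first 729 genes (323 up and 406 down) of the 453 up and 589 down that the paper gives, and the PA sheets were not used here.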

Between MII oocytes, 1-cell zygotes, and subsequent 2-cell, 4-cell and 8-cell embryos, 262, 63, 1397 and 453 genes were found to be activated (up-regulated) for IVF embryos (fold change ≥ 2 and adjusted P (Padj.) < 0.05), while for the PA embryos, 551, 82, 1191, 323 genes were activated, respectively (Fig. 3A and 3B). Thus, based on the number of genes activated in pig in vitro embryos, initial activation of genome transcription (minor ZGA) could begin as early as 1-cell stage and continue to 2-cell stage. 

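The genes called up numbered 0, 50 and 302 in IVF from 1- to 2-, 2- to 4- and 4- to 8-cell stage by limma, with 57, 582 and 764 genes up at an unadjusted p under 0.05. In PA, 0, 31 and 553 genes were called up by limma, with 84, 311 and 1089 at an unadjusted p under 0.05. The numbers at the step to 8-cell stage rest on 1 embryo in each group, and 1 IVF 4-cell embryo against the others of its stage, a comparison chosen after seeing the data, gave up to 402 genes up. Without IVF 4-cell embryo 1, 435 genes were called up from 2- to 4-cell stage of IVF, the highest number of any alternative. In PA, median-ratio scaling gave 497 genes called up at this step. Of the genes called from 4- to 8-cell stage of IVF, the largest rise was that of ENSSSCG00000033838, from 0.363 to 707 FPKM (log2 fold change 9.06, standard error 0.787, limma adjusted p = 1.37e-06), though its 3 blastomeres ranged from 0 to 1513 FPKM. In PA it was AEBP2, from 1.63 ± 1.82 (n = 3 embryos) to 580.1 FPKM (log2 fold change 8.01, standard error 1.62, limma adjusted p = 0.00308).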

The largest number of genes up-regulated indicated that the major ZGA occurs during the transition from 2-cell to 4-cell stages. 

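ENSSSCG00000034113 (chromosome 9, 25500470 to 25503075) had the largest rise among the genes called from 2- to 4-cell stage of IVF, from 1.52 ± 0.495 to 2641 ± 2146 FPKM (mean ± SD, n = 3 embryos; log2 fold change 9.09, standard error 0.951, limma adjusted p = 4.34e-05). In PA it rose from 10.3 ± 6.85 to 784 ± 534 FPKM (log2 fold change 6.18, limma adjusted p = 0.00291). CDV3 rose from 19.5 ± 18.2 to 3763 ± 3379 FPKM in IVF (log2 fold change 6.83, standard error 1.06, limma adjusted p = 0.00199) and from 56.6 ± 42.7 to 3068 ± 1010 FPKM in PA (log2 fold change 6.27, limma adjusted p = 0.00712), the latter without a call when PA 2-cell embryo 3 was left out. The largest rise in PA was that of ENSSSCG00000002968, from 0.664 to 203 ± 30.6 FPKM (log2 fold change 6.96, limma adjusted p = 3.93e-06), against 0.126 to 84.7 ± 54.4 FPKM in IVF (log2 fold change 6.08, limma adjusted p = 3.71e-05). IVF 4-cell embryo 1 lay far below the other 2 IVF embryos for ENSSSCG00000034113 (164 FPKM, against up to 3885) and CDV3 (198 FPKM, against up to 6918). Over 2- to 4-cell stage, the 10 possible divisions of the 6 IVF embryos into 3 and 3 included no other with as many calls as the real one, but a share below 0.1 cannot be had from so few. From the numbers of genes activated at each step, the paper proposes that minor ZGA begins at 1-cell stage, and from the largest of them it concludes that major ZGA falls between the 2- and 4-cell stages.

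**Figure D3:**
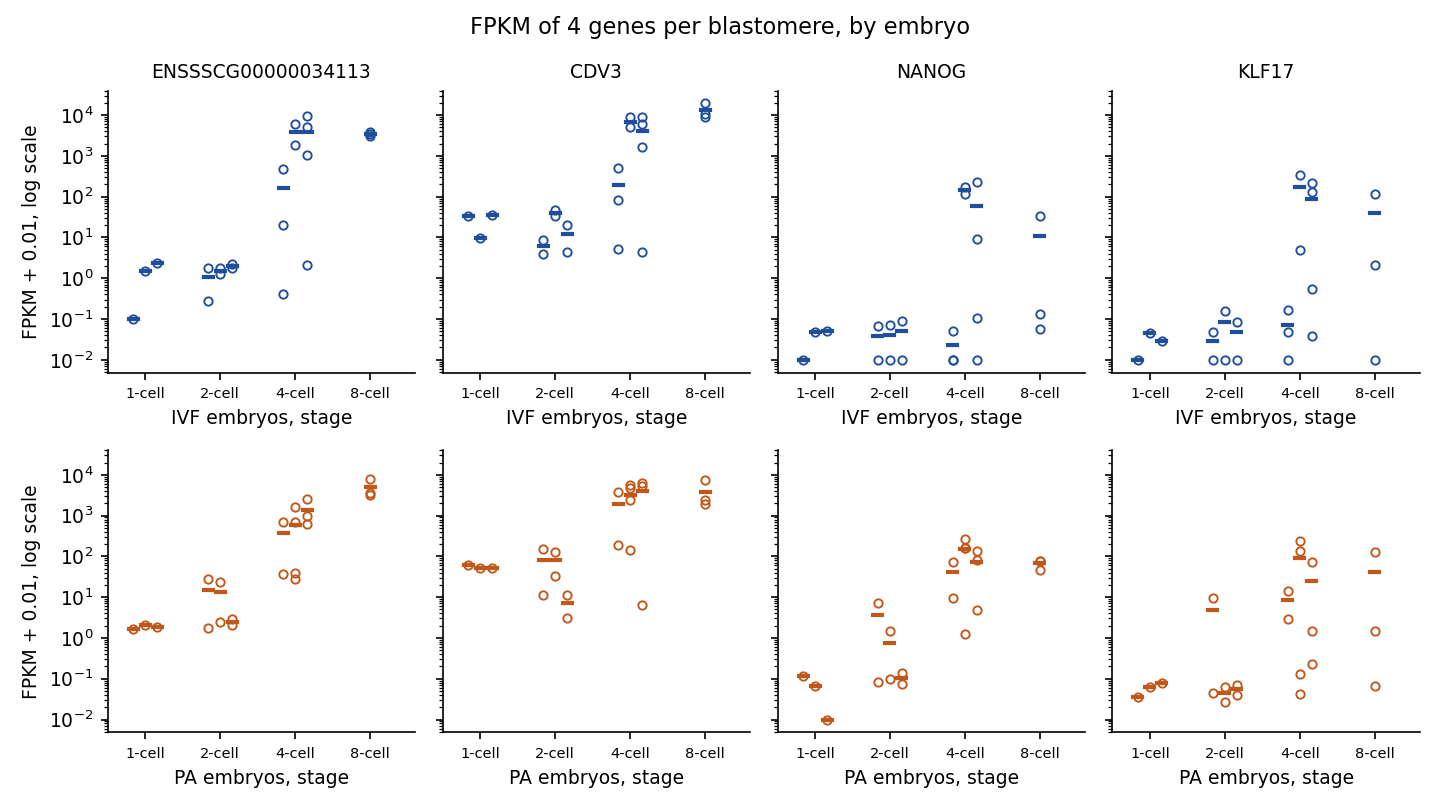
FPKM plus 0.01 per blastomere (y axis, log scale) of ENSSSCG00000034113, CDV3, NANOG and KLF17 at each stage (x axis) of IVF (top) and PA embryos (bottom); circles are blastomeres in columns by embryo and short bars are embryo means. In 4-cell embryos, sister blastomeres of 1 embryo lie up to several powers of 10 apart.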

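Between 1- and 2-cell stages, the difference between the change in IVF and that in PA (the interaction) passed the thresholds of limma for 0 genes, with 227 at an unadjusted p under 0.05. Between 2- and 4-cell stages, it passed for 0 genes as well (434 at an unadjusted p under 0.05 by limma), although 72 genes passed without IVF 4-cell embryo 1 and 6 without PA 4-cell-1-4 and 2-1. From 4- to 8-cell stage, 232 interactions passed by limma, 72 with a positive and 160 with a negative sign, with 1 embryo in each 8-cell group. PABPC5 was among them, with an interaction of -7.89. It was near 0 in all groups but the PA 8-cell embryo, so no spread between embryos that express it was measured. In a comparison chosen after seeing the data, 1 IVF and 1 PA 4-cell embryo took the place of the 8-cell ones in 9 choices, and the largest difference was 1.76 for FTL, 2.12 for SMAD5, 2.09 for OTX2 and 4.86 for KDM5A. When 1 IVF and 1 PA 4-cell embryo were set against the other 4-cell embryos in the same way, between 66 and 551 interactions passed, so 4 of these 9 choices gave at least as many as the 8-cell embryos did. When PA 4-cell-1-4 and 2-1 were left out, 239 interactions passed, and 6 of the 9 choices gave at least as many.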

For IVF and PA embryos, although minor and major ZGAs occurred at the same stages, and exhibited similar trends, numbers of up-and down-regulated DE mRNAs were different (Fig. 3B). Moreover, at each stage, relatively few of the up- and down-regulated genes were common (Fig. 3C), suggesting bi-parental and maternal-only embryos had specific sets of genes distinctly activated.

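From 2- to 4-cell stage, 15 genes were called up by limma in both IVF and PA (0.191 expected if the lists were independent), and 0 were called down in both, out of 1 gene called down in PA. At this step, 22 were called up in both (0.527 expected) and 33 down in both (3.25 expected) without PA 4-cell-1-4 and 2-1. From 4- to 8-cell stage, 112 genes were called up in both (20.6 expected) and 101 down in both (8.39 expected), while 6 were called in opposite directions. Without PA 4-cell-1-4 and 2-1, 109 genes were called up in both at the step to 8-cell stage (22.8 expected) and 51 down in both (3.30 expected). From 1- to 2-cell stage no gene was shared by limma, 0 genes being called in IVF. Of the 90 genes called in IVF from 2- to 4-cell stage, 79 changed in the same direction in PA, and of the 32 called in PA all changed in the same direction in IVF. At the next step, this held for 420 of 566 and 566 of 811 genes. Across the genes tested, which are not independent replicates, Pearson's correlation of the log2 fold changes in IVF and PA was 0.0752, 0.474 and 0.362 at the 3 steps. Of the genes called in 1 of the methods alone, the interaction was called by limma for 0 of 8, 0 of 92 and 204 of 939.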

**Figure 3:**
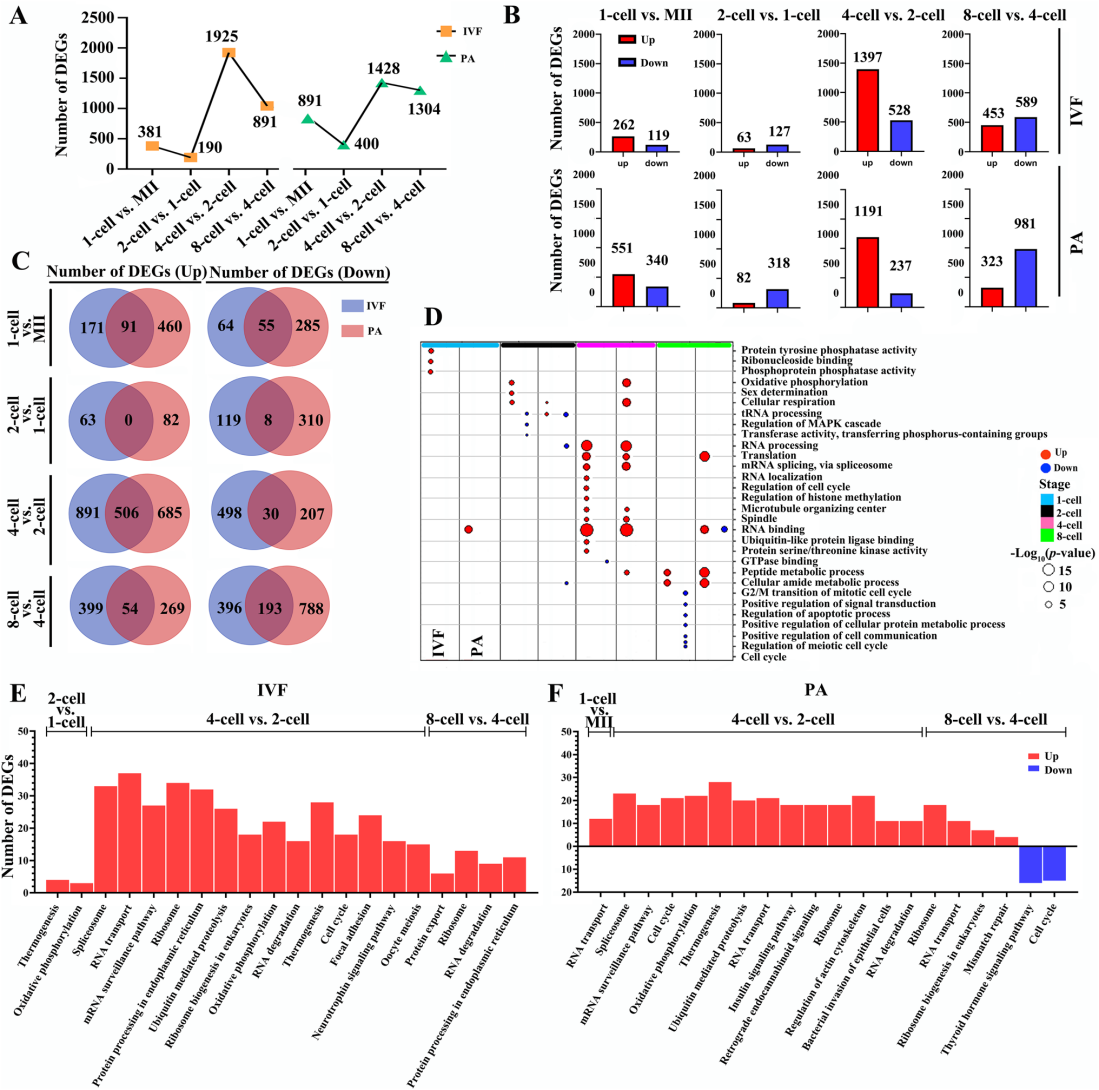
Pairwise analysis of DE mRNAs within pig IVF or PA early embryos. **A** Total number of DE mRNAs. **B** Number of up- and down-regulated mRNAs. **C** Comparison of up- and down-regulated mRNAs. **D** GO analysis. **E** and **F** KEGG (www.kegg.jp/kegg/kegg1.html) pathways. ClusterProfiler in the R software (www.R-project.org/) was used to analyze GO and KEGG enrichment.

In the present study, 119, 127, 528 and 589 mRNAs were significantly down-regulated from MII to 8-cell stage of IVF embryos (fold change < 0.5 and Padj. < 0.05), whereas 340, 318, 237 and 981 genes, in the PA group (Fig. 3B), respectively. Thus, both M-decay and Z-decay occurred in the pig bi-parental and maternal-only early embryos. However, PA embryos had more genes up- and down-regulated from MII oocyte to 2-cell stages (minor ZGA over-activated), but less genes at the 4-cell stage (suggesting incomplete major ZGA). Furthermore, less genes up-regulated but more genes down-regulated from 4- to 8-cell embryonic stage might cause the inactivation of signaling pathways important for embryo development in the PA embryos at the 4-cell major ZGA stage, such as RNA localization, regulation of cell cycle and histone methylation (Fig. 3D; Tables S7 and S8).

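Genes called down by limma numbered 0, 40 and 264 in IVF and 8, 1 and 258 in PA from 1- to 2-, 2- to 4- and 4- to 8-cell stage. At an unadjusted p under 0.05, 159, 850 and 810 genes were down in IVF, and 310, 562 and 591 in PA. Taking an embryo's value as the mean of log2 values moved the number from 2- to 4-cell stage to 441 in IVF and 179 in PA. Leaving out PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres, moved it to 508 in PA. Among genes called from 2- to 4-cell stage of IVF, EFHC2 had the largest fall, from 33.7 ± 25.5 to 0.156 ± 0.144 FPKM (n = 3 embryos; log2 fold change -4.36, standard error 0.957, limma adjusted p = 0.0326). In PA it was SNRPA from 1- to 2-cell stage, with 7.89 to 15.1 FPKM in the 1-cell embryos and a mean of 0.0458 in the 2-cell embryos (log2 fold change -3.49, standard error 0.488, limma adjusted p = 0.00681; no call without PA 2-cell embryo 2), and TRPM7 from 2- to 4-cell stage (log2 fold change -3.19, standard error 0.656, limma adjusted p = 0.0324). TRPM7 was the 1 gene called down at that step, from 10.8 ± 3.84 to 0.253 ± 0.194 FPKM (n = 3). TUG1_1 fell from 4- to 8-cell stage of IVF from 209 ± 103 (n = 3) to 0.0877 FPKM (log2 fold change -7.44, limma adjusted p = 1.07e-05) and KPNA7 in PA from 352 ± 122 (n = 3) to 0.471 FPKM (log2 fold change -7.85, limma adjusted p = 1.77e-06). FPKM are relative to all the reads of a cell, so a fall in them can come from a rise of other transcripts, and the median log2 fold change over all genes was -0.23 in IVF and -0.17 in PA from 2- to 4-cell stage.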

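From 1- to 2-cell stage, the median over genes of the difference between the changes in IVF and PA was 0.01 on the log2 scale. Of all genes tested, 394 changed in PA and 216 in IVF at an unadjusted p under 0.05 of limma at this step, and 873 in PA and 1432 in IVF from 2- to 4-cell stage. The order of the numbers called by limma at 2- to 4-cell stage, 90 in IVF and 32 in PA, was turned by median-ratio scaling, with 58 in IVF and 503 in PA, and without PA 4-cell-1-4 and 2-1, with 601 in PA. Leaving out IVF 2-cell embryo 1 or 3 gave 24 and 28 genes in IVF, and leaving out PA 4-cell embryo 1 gave 151 genes in PA.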

In IVF and PA embryos, RNA binding and processing were the main enriched GO pathways at 4-cell stage, while at 8-cell stage, translation and peptide metabolic process were the main pathways (Fig. 3D; Tables S7 and S8). 

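Tables S7 and S8 list genes under each enriched term; these lists were drawn from the same cells, so their direction is not independent evidence, and the copy held the first 66 of 111 genes of RNA binding and the first 68 of 74 of RNA processing for IVF from 2- to 4-cell stage, and the first 65 of 85 of RNA binding for PA. In IVF from 2- to 4-cell stage, all 54 tested genes listed under RNA processing rose (median log2 fold change 1.70), as did all 55 under RNA binding (2.06), with 4 of each called by limma. In PA, 40 of the same 54 and 38 of the same 55 rose (medians 0.72 and 0.61). Of the genes listed for PA, 47 of 50 under RNA processing and 51 of 52 under RNA binding rose in PA (medians 1.03 and 1.30). From 4- to 8-cell stage, all 17 genes under translation and all 21 under peptide metabolic process rose in IVF (medians 3.03 and 3.04), with 7 and 11 called by limma. In PA, 17 of the 18 genes listed under translation rose (median 4.07), 11 of them called by limma. No direction of these medians changed under median-ratio scaling or after rescaling the nuclear genes.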

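Of the genes that Table S7 lists for IVF from 2- to 4-cell stage, all 30 tested under RNA transport, all 16 under oxidative phosphorylation, all 14 under cell cycle and all 22 under ribosome rose in IVF embryos, with median log2 fold changes of 1.32, 1.13, 1.45 and 1.21. Under RNA degradation, 13 of 15 rose (1.35). In PA embryos at the same step, 21 of the 30, 15 of the 16, 9 of the 14 and 18 of the 22 rose, while under RNA degradation 8 rose and 6 fell (median 0.23). Median-ratio scaling raised the number under cell cycle in PA to 13 and that under RNA transport to 25. When PA 4-cell-1-4 and 2-1 were left out, 6 of the 14 under cell cycle and 7 of the 15 under RNA degradation rose in PA. Of the genes that Table S8 lists for PA, 9 of 9 under RNA degradation, 19 of 20 under RNA transport, 17 of 20 under cell cycle, 18 of 18 under oxidative phosphorylation and 15 of 16 under ribosome rose in PA. These numbers were 7, 17, 12, 18 and 15 without PA 4-cell-1-4 and 2-1.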

KEGG analysis also showed that RNA transport/degradation, oxidative phosphorylation, cell cycle, thermogenesis and ribosome pathways were enriched in IVF and PA embryos from 2- to 8-cell stage (Fig. 3E and F). In contrast, neurotrophin pathway was up-regulated only at 2- to 4-cell of IVF embryos (Fig. 3E) and insulin pathway was up-regulated only at 2- to 4-cell of PA embryos (Fig. 3F) (Tables S7 and S8).

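Of the 15 tested genes that Table S7 lists under the neurotrophin pathway, 13 rose in IVF from 2- to 4-cell stage (median log2 fold change 0.67), and 8 rose and 7 fell in PA (median 0.10; 11 rose and 4 fell under median-ratio scaling, median 1.99). In PA, 5 rose and 10 fell without PA 4-cell-1-4 and 2-1 (median -0.17). Limma called 0 of the 15 in IVF and 1 in PA. Of the 13 genes that Table S8 lists under the insulin pathway, 10 rose in PA (median 0.75), 2 of them called by limma, and 8 rose and 5 fell in IVF (median 0.32; 12 rose and 1 fell under median-ratio scaling). Limma called 0 of the 13 in IVF, and in PA 9 rose and 4 fell without PA 4-cell-1-4 and 2-1 (median 0.91). The lists were made from these cells, and the difference between IVF and PA at this step was called by limma for no gene of either list.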

Therefore, in IVF and PA embryos, maternal and paternal genome could contribute differently to MZT (for both maternal RNA clearance and ZGA), and determine the subsequent successful full-term embryo development.RNA associated pathways could be important to the developmental competence of pig in vitro early embryos.

### Stage-wise comparison between IVF and PA embryos

To further understand the molecular differences between IVF and PA embryos, we compared the differentially expressed genes between each developmental stage (from 1- to 8-cell embryos) (Table S9). We found a large number of differentially expressed genes at all embryonic stages, and especially at the 4-cell stage, more genes were up- and down-regulated (Fig. 4A). 

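Between IVF and PA embryos, limma called 4 genes at 1-cell (1 up and 3 down in IVF), 0 at 2-cell and 45 at 4-cell stage (34 up and 11 down). At an unadjusted p under 0.05, 332, 441 and 1134 genes differed by limma at the 3 stages, 256, 366 and 886 of them up in IVF. More genes were higher in IVF from the 1-cell stage on, with a median log2 fold change over all genes of 0.24, 0.25 and 0.23, which median-ratio scaling shifted by -0.24, -0.25 and -0.30. At 4-cell stage, median-ratio scaling gave 96 genes up and 276 down, which turns the balance, and leaving out IVF 4-cell embryo 1 gave 432 calls while leaving out PA 4-cell embryo 3 gave 11. Without PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres, it called 330 genes, 304 up and 26 down, an alternative chosen after seeing the data. At 1-cell stage, IFNGR1 was up in IVF, with 1.84 ± 0.664 FPKM (n = 3 embryos) while it was listed at 0 in the PA embryos (limma adjusted p = 0.0329), and SNRPA was down, with a mean of 0.0275 FPKM (log2 fold change -3.51, limma adjusted p = 0.00621), without a call when IVF 1-cell embryo 2 was left out. At 4-cell stage, ENSSSCG00000037129, which lies antisense to RANBP2, had 84.2 ± 44.9 FPKM in IVF and 0.336 ± 0.508 in PA (log2 fold change 5.91, standard error 1.09, limma adjusted p = 0.0327). SSH1 had 1.33 ± 2.17 FPKM in IVF and 42.9 ± 35.7 in PA (log2 fold change -4.23, standard error 0.813, limma adjusted p = 0.0409), without a call when IVF 4-cell embryo 2 or PA 4-cell embryo 2 was left out. Of the genes listed in Table S9, all 328 tested at 1-cell, all 575 at 2-cell and 1412 of 1461 at 4-cell stage had the same sign in the embryo fit, and 4, 0 and 37 passed the thresholds of limma. For the 8-cell stage, with 1 embryo each, the paper lists 396 genes in Table S9; 105 of them had reads in the blastomeres of 1 embryo alone and 15 in a single blastomere.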

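Of the genes that Table S10 lists under RNA processing as up at 4-cell stage, all 27 tested were higher in IVF than in PA embryos (median log2 fold change 1.71; 26 higher under median-ratio scaling), and 1 was called by limma. The list was made from these cells. At the 8-cell stage, where each group was 1 embryo, the median over all genes of the log2 difference between IVF and PA was 0.000563.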

In IVF embryos, GO analysis found up-regulated pathways (transferase activity, RNA processing and protein kinase activity at 4-cell stage; and tRNA metabolic process, tRNA modification and mRNA metabolic process at 8-cell stage), and down-regulated pathways (small molecule metabolic process and protein kinase inhibitor activity at 4-cell stage; heat shock protein binding and thiolester hydrolase activity at 8-cell stage) (Fig. 4B; Table S10). 

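All 11 tested genes that Table S10 lists under RNA transport at 4-cell stage were higher in IVF than in PA embryos (median log2 fold change 2.24; 10 of 11 under median-ratio scaling), 1 of them called by limma. All 7 under the insulin pathway as down at 2-cell stage were lower in IVF (median -1.61, and -1.29 under median-ratio scaling), 0 of them called by limma, which called 0 genes in all at this stage (441 at an unadjusted p under 0.05).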

Additional KEGG analysis showed that RNA transport, protein processing in endoplasmic reticulum and ribosome biogenesis pathways at 4- and 8-cell stage were up-regulated, and in contrast, insulin, pluripotency, Rap1, Ras and ubiquitin mediated proteolysis pathways at 2- and 8-cell stages were down-regulated (Fig. 4C; Table S10). Moreover, most of up- or down-regulated genes were stage-specific (Fig. 4D). 

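No gene called by limma between IVF and PA at 1 stage was called at another here, with 4, 0 and 45 genes called at 1-, 2- and 4-cell stage. In Table S9, which includes the 8-cell stage, 1407 of 1521 genes higher in IVF (92.5%) and 1121 of 1227 lower in IVF (91.4%) are listed at 1 stage alone, by the paper's own calls. Across genes, which are not independent replicates, the log2 fold changes between IVF and PA had a Pearson correlation of 0.167 between 1- and 2-cell, 0.124 between 1- and 4-cell and 0.211 between 2- and 4-cell stages.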

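Differences between IVF and PA embryos were tested for ENSSSCG00000035376 (VAMP3, chromosome 6), EYA1, SEPTIN11, ZNF449 (which overlaps CT55), MIER3, UBE4A (which overlaps ENSSSCG00000034527), SMAD5 and PABPC5, and none was called by limma at 1-, 2- or 4-cell stage. ENSSSCG00000035376 had log2 fold changes of 0.85, 2.04 and 3.09 of IVF over PA at these stages (standard error 1.25, limma adjusted p = 1, 0.934 and 0.259), and was called at 4-cell stage without IVF 4-cell embryo 1 (4.57). It had 18.3 ± 20.4 FPKM in IVF and a mean of 0.0595 in PA 4-cell embryos (n = 3 each), and 497 (15.8 to 1163 among blastomeres) against 2.16 FPKM in the 8-cell embryos. EYA1 was lower in IVF by log2 fold changes of -1.44, -1.08 and -1.35 (standard error 0.850, limma adjusted p = 1, 0.97 and 0.514), and ZNF449 by -1.47, -1.55 and -2.0 (standard error 0.881, limma adjusted p = 1, 0.925 and 0.306), though the last turned to 0.42 without PA 4-cell-1-4 and 2-1. UBE4A had 8.13 ± 6.11 FPKM in IVF and 57.0 ± 26.8 in PA 4-cell embryos (n = 3 each; log2 fold change -2.90, limma adjusted p = 0.0522, called when IVF 4-cell embryo 1 or 3, or PA 4-cell-1-4 and 2-1, were left out). MIER3 had a log2 fold change of -2.40 at 4-cell stage (limma adjusted p = 0.24; -0.74 without PA 4-cell-1-4 and 2-1) and SMAD5 one of -0.43 (limma adjusted p = 0.759, called under median-ratio scaling at -2.64). PABPC5 had a mean of up to 0.363 FPKM at the first 3 stages in both groups and was listed at 0 in the IVF 8-cell embryo, against 291 FPKM (46.9 to 514) in the PA one. Its log2 fold change from 4- to 8-cell stage of PA was 7.89, from 1 embryo. SMAD5 fell by 6.03 on the log2 scale from 4- to 8-cell stage of IVF (limma adjusted p = 1.41e-05), an interaction with PA of -5.50 (limma adjusted p = 0.00618), with 1 embryo in each 8-cell group.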

We selected some common genes and analyzed their expression profiles, such as one up-regulated gene, ENSSSCG00000035376 (common to 2-, 4- and 8-cell embryos) (Fig. 4E), and down-regulated genes, EYA1, SEPTIN11 and ZNF449 (common to 1-, 2- and 4-cell embryos), as well as PABPC5, MIER3, UBE4A and SMAD5 (common to 2-, 4- and 8-cell embryos) (Fig. 4F). Thus, stage-wise comparison found genes and signaling pathways specific to bi-parental and maternal-only embryos.

**Figure 4:**
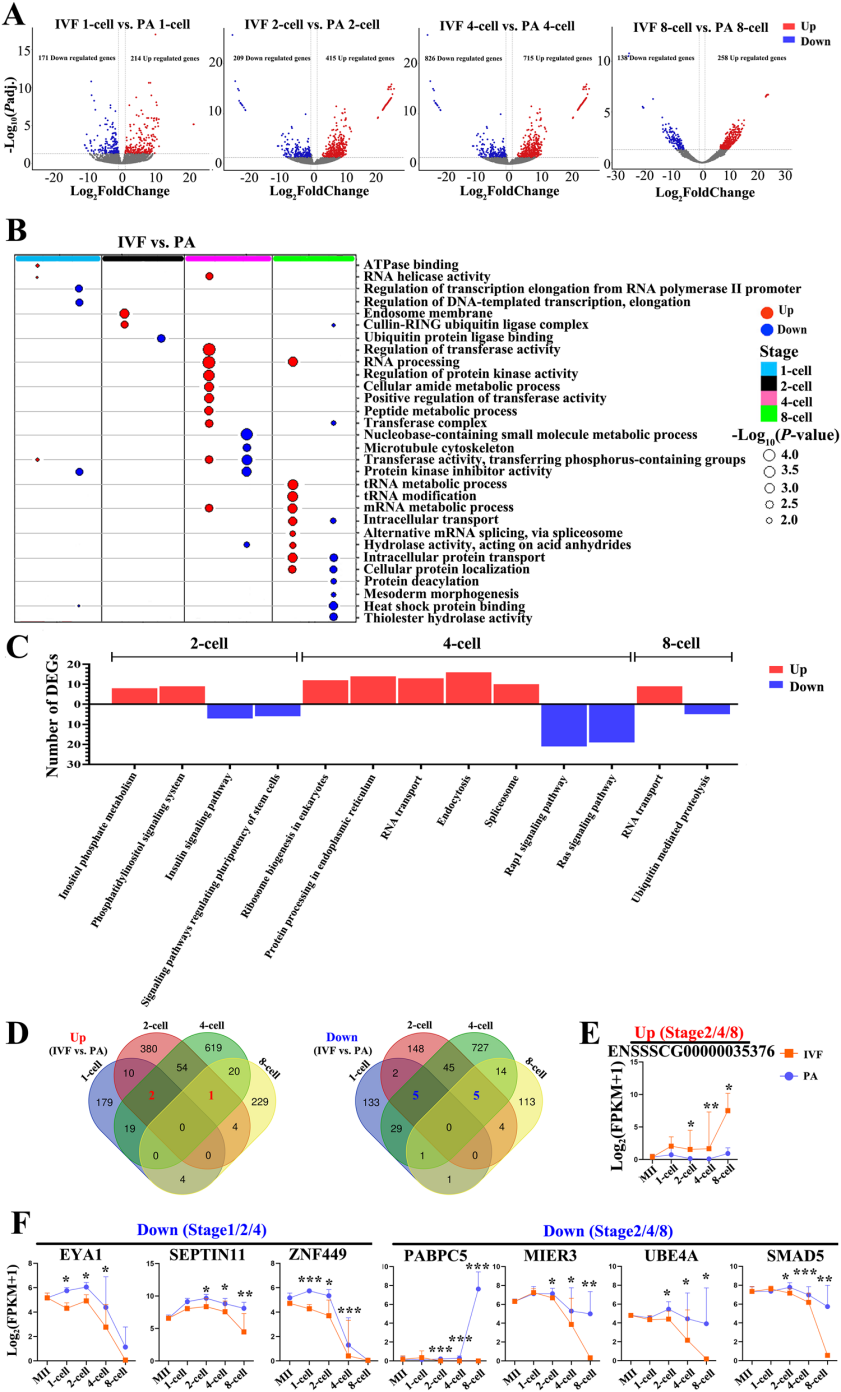
DE mRNAs between IVF and PA. **A** Volcano plots with number of up- and down-regulated mRNAs. **B** and **C** GO processes and KEGG (www.kegg.jp/kegg/kegg1.html) pathways. ClusterProfiler in the R software (www.R-project.org/) was used to analyze GO and KEGG enrichment. **D** VennDiagram to show the common up- and down-regulated mRNAs during 1- to 8-cell stages. **E** ENSSSCG00000035376, one up-regulated mRNA common to 2-, 4- and 8-cell stages. **F** three down-regulated mRNAs (EYA1, SEPTIN11 and ZNF449) common to 1-, 2- and 4-cell stages and other four ones (PABPC5, MIER3, UBE4A and SMAD5) common to 2-, 4- and 8-cell stages.

### Mitochondrial activation

It is well recognized that mitochondria are important to the development of early embryo^31^. 

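The 13 mitochondrial protein-coding genes had very unequal FPKM. ATP6 (MT-ATP6) had the highest, from 3879.6 ± 2706 in IVF and 4012 ± 199 in PA 1-cell embryos to 21799 ± 7943 and 23408 ± 13407.5 in 4-cell embryos (mean ± SD, n = 3 embryos each), and 37556 and 36670 FPKM in the 8-cell embryos. At 1-cell stage, the means of ND5, ND2, ND6, CYTB, COX1, COX2 and COX3 were between 536 and 3498 FPKM, and ND4 had 211 FPKM in IVF and 163 in PA. The 4 least abundant genes in the 1-cell embryos were ND1 (34.6 FPKM in IVF and 3.29 in PA), ND3 (14.2 and 4.83), ND4L (7.71 and 7.29) and ATP8 (0.465 and 0.0435). ATP8 overlaps ATP6, ND4L overlaps ND4, and ND6 overlaps ND5 on the other strand, so reads in the shared stretches limit these genes.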

In the present study, in both IVF and PA embryos, mitochondrial genes enriched in metabolic pathways (NADH activity and ATP metabolism) were found to be highly abundantly expressed, including protein-coding mRNAs (ATP6, ND2/4/5/6, COX1/2/3 and CYTB) (Fig. 5A and B) (Table S11). Along with the development of early embryos (from 1- to 8-cell) in both IVF and PA groups, expression levels of most protein-coding genes in mitochondria increased, suggesting that in vitro development of pig early embryos requires high energy input (Fig. 5C). Moreover, some of mitochondria derived protein-coding mRNAs showed significant difference between two adjacent stages, mostly during the transition from 2-cell to 4-cell embryos. 

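The summed FPKM of the 13 genes was 14561 ± 8782 in 1-cell, 33416 ± 9020.3 in 2-cell and 62795 ± 9122 in 4-cell IVF embryos (mean ± SD, n = 3 each) and 100431 in the 8-cell embryo. In PA it was 12399.5 ± 811, 16059 ± 3216, 66909 ± 41970 and 100616, respectively. Spearman's rho with stage over 10 embryos was 0.963 in IVF (two-sided exact permutation p = 0.000119, adjusted over the 4 relations with stage 0.000238) and 0.900 in PA (p = 0.000833, adjusted 0.000833, by the same exact test). Pearson's r of the log2 sum was 0.863 (exact permutation p = 0.000952) and 0.864 (exact permutation p = 0.000655), and 0.938 without the IVF 8-cell embryo and IVF 1-cell embryo 1 and 0.790 without the PA 8-cell embryo and PA 4-cell embryo 3, the 2 farthest from the median stage, with ties settled by the sum. Including tRNA and rRNA genes moved the PA rho to 0.862, and the share of the total FPKM moved it as far the other way, to 0.938. The share moved the IVF rho most, to 0.925. As a share of an embryo's summed FPKM, the 13 genes held 10.7%, 22.3%, 32.7% and 38.6% in IVF and 10.8%, 13.1%, 34.9% and 41.0% in PA from 1- to 8-cell stage, and FPKM hold no measure of the RNA per cell.

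**Figure D4:**
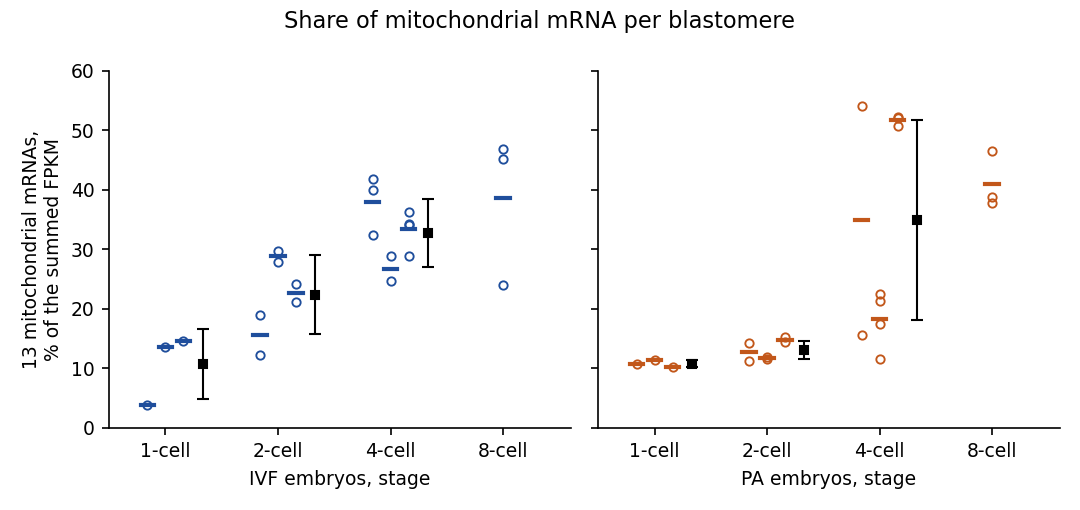
Share of the 13 mitochondrial mRNAs in the summed FPKM of a blastomere (y axis, %) at each stage (x axis) of IVF and PA embryos; circles are blastomeres in columns by embryo, short bars embryo means, and black squares the mean ± SD over 3 embryos. The share rises from 10.7% to 38.6% in IVF and from 10.8% to 41.0% in PA.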

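Of the 13 genes, 13, 12 and 10 rose in IVF from 1- to 2-, 2- to 4- and 4- to 8-cell stage, with median log2 fold changes of 1.26, 0.93 and 0.77, against changes of -0.11, -0.23 and -0.38 over all genes. In PA, 12, 13 and 11 rose, with medians of 0.44, 1.84 and 0.89, and none of these directions of the median changed under median-ratio scaling. Among the 13, 1 was called by limma, ND4 from 4- to 8-cell stage of PA (log2 fold change 2.44, standard error 0.696, adjusted p = 0.0304), from 496 ± 208 (n = 3 embryos) to 2523 FPKM. This call was lost when PA 4-cell embryo 2 was left out, with a log2 fold change of 2.10, and without PA 4-cell-1-4 and 2-1 (2.19). It was also lost under median-ratio scaling, with the mean of log2 values, without the mean-variance trend and with only the groups compared in the fit, while ATP8 was called down when PA 4-cell embryo 2 was left out. From 2- to 4-cell stage, 0 of the 13 were called by limma in either group, and the smallest adjusted p was 0.075 for COX2 in PA (log2 fold change 2.26, from 899.6 ± 178 to 5367 ± 4228 FPKM). COX2 in PA was called under median-ratio scaling, with blastomeres as samples (with or without the embryo as a random effect) and without PA 4-cell embryo 2. Under median-ratio scaling, 12 of the 13 were called in PA at this step, and without PA 4-cell-1-4 and 2-1, 4 were (ATP6, CYTB, COX3 and COX2).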

Mitochondrial mRNAs of IVF and PA embryos presented similar changing patterns. However, when comparing embryos developed in vitro to in vivo^13^, ATP8 level was significantly lower in the in vitro IVF and PA embryos (Fig. 5A and C), but extremely higher in the in vivo embryos (Figure S4). Similarly, ND1, ND3 and ND4L were also lower in IVF and PA embryos than those in vivo. 

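Between IVF and PA embryos, 9, 12 and 9 of the 13 mitochondrial genes were higher in IVF at 1-, 2- and 4-cell stage, but under median-ratio scaling 4, 12 and 0 were, and at 4-cell stage 6 were without PA 4-cell-1-4 and 2-1. Median-ratio scaling lowered the median log2 fold change of IVF over PA at 4-cell stage for the mitochondrial genes (from 0.15 to -2.42), but also for those of DNA methylation (from -0.32 to -1.73) and H3K4 methylation (from 0.02 to -1.08). The direction that it gives is therefore not particular to mitochondrial genes. From 1- to 2-cell stage, 12 of 13 genes rose more in IVF than in PA (median difference 0.89 on the log2 scale), and 12 of 13 under median-ratio scaling. The difference between the changes in IVF and PA from 2- to 4-cell stage had a median of -0.87 on the log2 scale, with 12 of 13 genes rising more in PA, and 13 of 13 under median-ratio scaling or without PA 4-cell-1-4 and 2-1. At the step to 8-cell stage, 5 of 13 rose more in IVF, and 13 of 13 under median-ratio scaling. Of all these differences between IVF and PA, limma called 0 of the mitochondrial genes.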

Several other mitochondrial mRNAs also showed dynamic expression patterns between in vitro and in vivo embryos. Thus, embryos developed in vitro could require additional energy input for successful development due to incomplete mitochondrial function.

**Figure 5:**
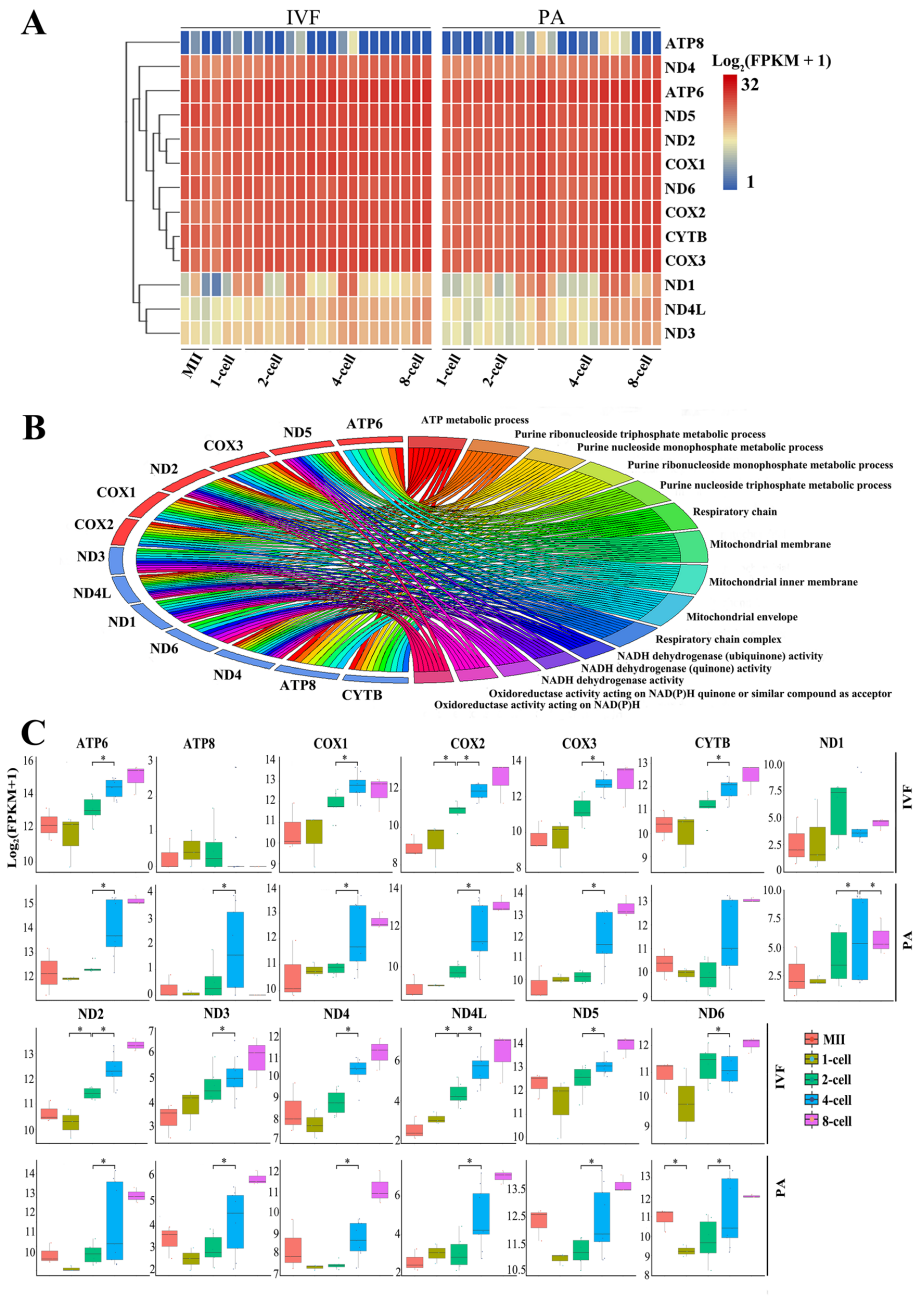
Mitochondrial mRNAs. **A** Heatmap of 13 mitochondrial mRNAs. **B** GO processes. **C**, Expression dynamics.

### Dynamics of genes important for embryo development

Since successful genome (de)methylation is the key process to the developmental reprogramming of early embryos, we evaluated also the dynamic expression pattern of DNA and H3K4 methylation related genes. 

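DNMT1 (chromosome 2, 68981566 to 69029855) had 1333 ± 229, 1185 ± 123 and 703 ± 273 FPKM in IVF 1-, 2- and 4-cell embryos (mean ± SD, n = 3 each) and 41.2 in the 8-cell embryo, with blastomeres from 8.13 to 83.5. In PA it had 1568 ± 478, 1042 ± 211, 836 ± 192 and 44.4 FPKM. UHRF2 had 629.6 ± 115, 743 ± 237, 311 ± 245 and 55.5 FPKM in IVF and 436 ± 112, 485 ± 36.9, 369 ± 117 and 54.3 FPKM in PA. From 4- to 8-cell stage, DNMT1 fell by 4.00 in IVF (standard error 0.531, limma adjusted p = 6.53e-05) and by 4.18 in PA (limma adjusted p = 5.81e-05) on the log2 scale; under median-ratio scaling the fall in IVF was not called (-2.12). UHRF2 fell by 2.69 in PA (limma adjusted p = 0.0251, with no call without PA 4-cell embryo 1) and by 2.09 in IVF (limma adjusted p = 0.107, with a call and -2.81 without IVF 4-cell embryo 2). The means of DNMT3A and DNMT3B stayed at or below 5.97 FPKM, and that of UHRF1 at or below 11.2 FPKM. Of the 8 genes of DNA methylation tested, 8 fell in IVF and 5 in PA from 2- to 4-cell stage, but under median-ratio scaling 5 and 7 rose. At the step to 8-cell stage, 7 and 8 fell, and 6 and 8 under median-ratio scaling.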

In in vitro developed early embryos, DNMT1 and UHRF2 were highly expressed (Fig. 6A), other genes related to DNA methylation showed relatively lower expression (Fig. 6A; Table S12). In in vivo embryos, DNMT1 and UHRF2 were also highly expressed, but DNMT1 was absent in oocytes collected in vivo (Figure S5 and Table S12). As for expression levels of TET family genes (TET1, TET2 and TET3), they all showed lower expression in in vitro IVF and PA embryos (Fig. 6A), as well as in in vivo embryos (Figure S5).

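The highest group mean of the 3 genes was 5.87 ± 8.12 FPKM (n = 3 embryos), for TET2 in IVF 4-cell embryos. TET1 had means between 0.00219 and 2.38 FPKM in IVF, and up to 2.31 in PA. TET3 was highest in PA 4-cell embryos, with 3.83 ± 6.13 FPKM (n = 3), and had a mean of up to 1.73 in IVF. TET2 had 5.38 FPKM in the IVF 8-cell embryo, from 0.0139 to 16.1 among its blastomeres, and was listed at 0 in the PA one. Where the group means were highest, the SD between embryos was larger than the mean.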

**Figure 6:**
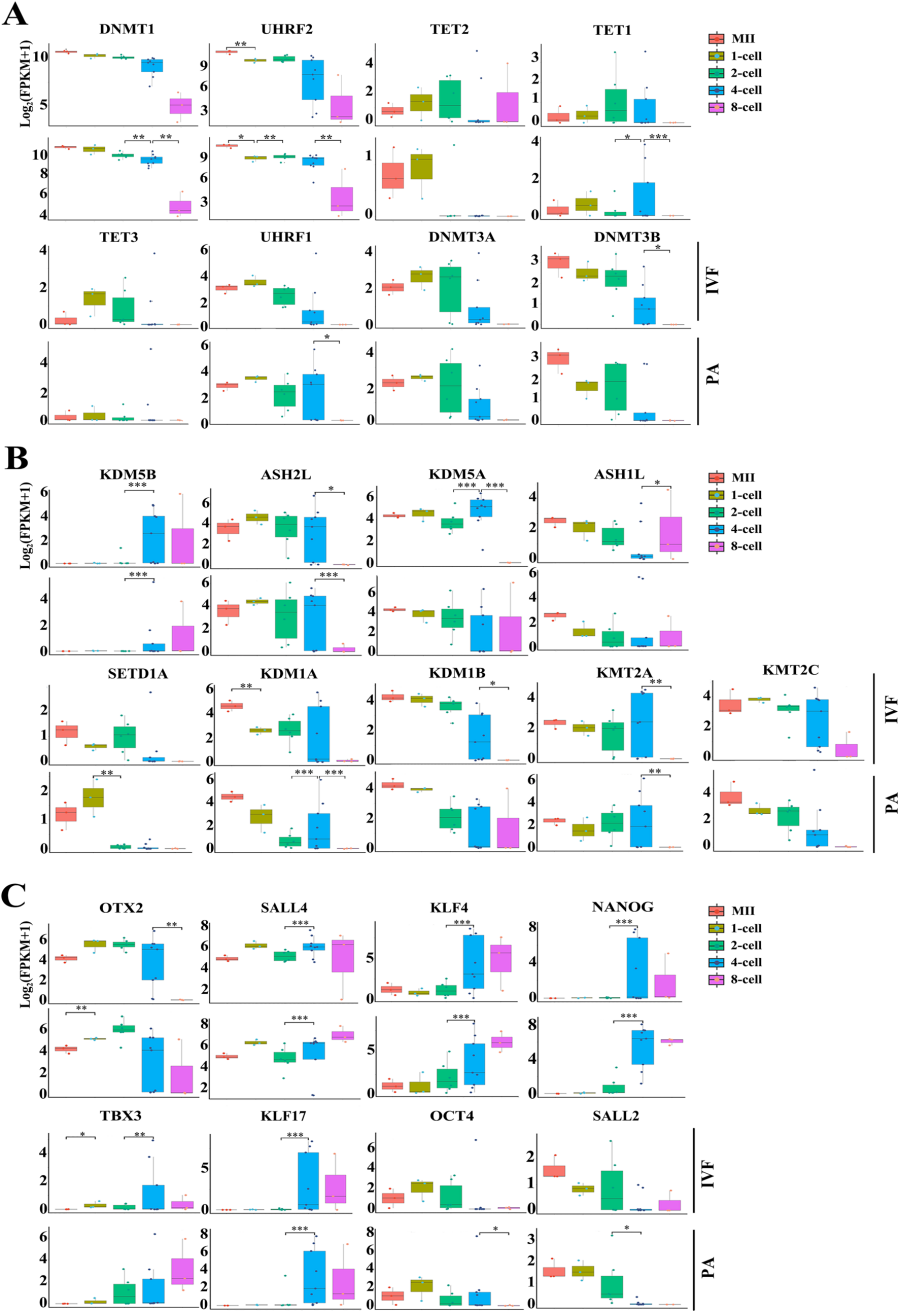
Transcription dynamics of genes related to DNA methylation, H3K4 methylation and transcription factors. Expression dynamics of genes related to DNA methylation (**A**), H3K4 methylation (**B**) and transcriptional factors (**C**).

We analyzed further the expression pattern and dynamics of genes related to histone methylation at lysine 4 of histone 3 (H3K4me). Most of them showed low expression levels, whereas ASH2L and KDM5A were relatively high (Fig. 6B; Table S11). However, most of H3K4me-related genes had significant expression changes when transitioning from 4- to 8-cell embryos (Padj < 0.05 and |log_2_ (Foldchange)|≥ 1) (Fig. 6B). In contrast, overall expression of H3K4me-related genes was higher in in vivo embryos (Figure S5). 

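Of the 9 genes tested, ASH2L and KDM5A had the highest means in IVF, with 26.8 ± 12.7, 17.1 ± 12.5 and 20.2 ± 16.8 FPKM for ASH2L and 23.0 ± 8.63, 16.1 ± 8.57 and 37.7 ± 12.0 FPKM for KDM5A in 1-, 2- and 4-cell embryos (mean ± SD, n = 3 each). In PA, ASH2L had 20.6 ± 4.43, 19.2 ± 14.9 and 18.1 ± 10.2 FPKM and KDM5A means of 14.4, 20.9 and 18.8 FPKM, with an SD of 26.3 at 4-cell stage. ASH2L overlaps STAR on the other strand. KDM1B followed with 16.0 FPKM in IVF and 14.1 in PA 1-cell embryos, and KMT2A reached 13.5 ± 9.58 in PA 4-cell embryos. SETD1A had a mean of up to 2.63 FPKM. In the 8-cell embryos, KDM5A had 0.0651 FPKM in IVF and 44.9 in PA, where its blastomeres ranged from 0.0527 to 134.5.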

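From 4- to 8-cell stage, 7 of the 9 genes fell in IVF (median log2 fold change -1.97) and 6 in PA (median -1.24), and under median-ratio scaling 7 fell in both. Of them, 2 in each group were called by limma. In IVF these were ASH2L (log2 fold change -4.04, standard error 1.14, limma adjusted p = 0.0359; no call without IVF 4-cell embryo 3) and KDM5A (-5.13, standard error 1.41, limma adjusted p = 0.0301; no call without IVF 4-cell embryo 2 or 3). In PA they were ASH2L (-3.77, limma adjusted p = 0.041; no call without PA 4-cell embryo 1 or 3) and KMT2A (-3.63, limma adjusted p = 0.0315; no call without PA 4-cell embryo 3). Without PA 4-cell-1-4 and 2-1, neither was called in PA (-3.65 and -2.72), and under median-ratio scaling limma called neither ASH2L nor KDM5A down in IVF. KMT2A in IVF had -3.43 (limma adjusted p = 0.0549), called without IVF 4-cell embryo 3. KDM5A in PA rose by a log2 fold change of 2.57 (limma adjusted p = 0.333, with a call without PA 4-cell embryo 1), and the interaction with IVF, with 1 embryo in each 8-cell group, was -7.70 (standard error 1.99, limma adjusted p = 0.0451), called in 6 of 17 alternatives and not without PA 4-cell-1-4 and 2-1. From 2- to 4-cell stage of IVF, KDM5B rose from 0.247 to 9.86 ± 3.87 FPKM (n = 3 embryos; log2 fold change 3.10, limma adjusted p = 0.064), and was called without IVF 4-cell embryo 1, with the filter at an FPKM of 5 and with the mean of log2 values.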

Taken together, these data indicate that environmental or epigenetic differences between in vitro and in vivo embryos could alter the gene expression of DNA/histone modifications during MZT of pig early embryos, potentially affecting developmental competence.

In an attempt to dissect the regulatory gene network potentially underlying early embryo development, and also ZGA dynamics, we analyzed expression profiles of important transcription factors (TFs) in both IVF and PA embryos (Fig. 6C; Table S12). 

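OTX2 had 51.8 ± 21.5, 51.0 ± 17.3 and 39.8 ± 23.1 FPKM in IVF 1-, 2- and 4-cell embryos (mean ± SD, n = 3 each) and 0.0698 in the 8-cell embryo, a fall by 5.10 on the log2 scale (standard error 0.845, limma adjusted p = 0.000641). In PA it had 35.6 ± 2.31, 74.0 ± 33.6 and 22.8 ± 10.8 FPKM, and 11.7 in the 8-cell embryo, with blastomeres from 0.154 to 34.7 (log2 fold change -0.82, limma adjusted p = 0.724, but 0.85 without PA 4-cell-1-4 and 2-1). SALL4 had 72.7 ± 19.5, 37.0 ± 1.67 and 85.6 ± 43.9 FPKM in IVF and 76.6 ± 14.5, 32.0 ± 23.6 and 52.7 ± 25.9 FPKM in PA. In the 8-cell embryos, SALL4 had 69.7 FPKM in IVF (1.25 to 134 among blastomeres) and 137 in PA (78.7 to 224).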

OTX2 expressed abundantly in MII oocytes and early embryos (1- to 4-cell), but decreased at 8-cell stage, however, SALL4 showed high expression through all developmental stages (Fig. 6C). We found that a common set of TFs (SALL4, NANOG, KLF4, and KLF17) were all significantly differentially expressed at the major ZGA stage (4-cell/2-cell) (Fig. 6C). In addition, NANOG, KLF4 and KLF17 showed similar expression patterns. 

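None of the 4 was called by limma from 2- to 4-cell stage in either group. NANOG rose from 0.0326 to 67.8 ± 73.1 FPKM in IVF (n = 3 embryos; log2 fold change 4.32, standard error 1.22, limma adjusted p = 0.076) and from 1.5 ± 1.89 to 87.9 ± 54.4 FPKM in PA (5.23, limma adjusted p = 0.0688). KLF4 rose from 1.69 ± 0.699 to 111 ± 102 FPKM in IVF (4.11, standard error 1.36, limma adjusted p = 0.124) and from 8.35 ± 8.22 to 49.7 ± 43.3 FPKM in PA (1.70, limma adjusted p = 0.723). KLF17 rose from 0.0430 to 85.2 ± 84.7 FPKM in IVF (4.59, standard error 1.33, limma adjusted p = 0.0864) and from 1.61 to 41.6 ± 44.3 FPKM in PA (3.93, limma adjusted p = 0.279). SALL4 had log2 fold changes of 1.07 in IVF and 0.81 in PA (standard error 0.567, limma adjusted p = 0.327 and 0.668). IVF 4-cell embryo 1 decides the call of 3 of them in IVF: without it, limma called NANOG (log2 fold change 6.49), KLF4 (5.93) and KLF17 (6.87). Without PA 4-cell embryo 1, NANOG was called by limma in PA, as it was without PA 4-cell-1-4 and 2-1 (5.64).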

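In IVF, these genes were highest on average in 4-cell embryos and lower in the 8-cell embryo, with 10.9 FPKM for NANOG, 79.9 for KLF4 and 39.3 for KLF17. In PA the 8-cell embryo had 67.3, 89.4 and 42.3 FPKM, respectively. IVF 4-cell embryo 1 was the lowest for all 3 genes, with 0.0133, 2.65 and 0.0632 FPKM against up to 145, 206 and 169 in the other 2.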

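OTX2, OCT4 and SALL2 were compared between IVF and PA embryos at 1-, 2- and 4-cell stage, and none was called by limma. OTX2 had log2 fold changes of IVF over PA of 0.43, -0.46 and 0.72 (standard error 0.597, limma adjusted p = 1, 1 and 0.647), OCT4 of -0.03, 0.96 and -0.69 (standard error 1.39, limma adjusted p = 1, 1 and 0.897) and SALL2 of -0.74, 0.09 and 0.16 (standard error 0.604, limma adjusted p = 1, 1 and 0.984). The sign for OCT4 at 4-cell stage changed among the alternatives, from -2.45 to 0.93. OCT4 had 12.5 ± 21.6 FPKM in IVF, with embryos from 0 to 37.3, and 17.3 ± 28.6 in PA 4-cell embryos (n = 3 each). OTX2 at 4-cell stage had 2.39 without PA 4-cell-1-4 and 2-1 (limma adjusted p = 0.12). The mean of SALL2 stayed at or below 2.07 FPKM. The change of OTX2 from 4- to 8-cell stage differed between IVF and PA by -4.29 (standard error 1.19, limma adjusted p = 0.059), with 1 embryo in each 8-cell group, which was called in 5 of 17 alternatives, and by -5.96 without PA 4-cell-1-4 and 2-1 (limma adjusted p = 0.0643).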

We found that expression differences of key TFs (OTX2, OCT4 and SALL2) did exist between IVF and PA embryos. However, compared to in vivo embryos (Figure S5), overall expression levels of TFs were lower in IVF and PA embryos, especially for OCT4, KLF7, SOX2 and SOX15. Thus, these data indicate that transcriptional regulatory network composed of key TFs could be fundamental to the in vitro development of pig early embryos.

## Discussion

After fertilization, oocyte and sperm unite together, and become a totipotent zygote. However, the zygotic genome is transcriptionally quiescent, providing the time window required to be reprogrammed into a totipotent state. Then, MZT (including maternal RNA decay and ZGA) appears, during which the zygotic genome gradually restarts transcription, and maternal gene products deposited in the oocytes are replaced^32,33^. MZT is essential for embryogenesis and successful full-term development, but its control dynamics is still obscure in pigs. In the present study, we analyzed the transcriptome using scRNA-seq on mature oocytes, zygotes and embryonic ones (2- to 8-cell) collected from pig IVF and PA early embryos, to systematically characterize the MZT-associated dynamics of transcripts.

Based on transcripts detected in all samples at different embryo stages, we found that the number of expressed mRNAs varied in different type of embryos, different embryonic stages, different embryos at the same stage, and different blastomeres from the same embryo, reflecting the heterogeneity of single embryo/blastomere. However, the overall number of expressed transcripts decreased from 1- to 8-cell embryonic stage, indicating that majority of transcripts decayed during MZT transition. scRNA-seq helped us to identify the most abundant transcripts in pig oocytes and early IVF/PA embryos, including protein-coding RNAs from both mitochondrial and nuclear genomes. 

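Sister blastomeres were compared by the mean Spearman correlation of log2(FPKM + 1), within embryos minus between embryos of a group. The difference was 0.0198 in IVF 2-cell, 0.0166 in PA 2-cell, 0.0379 in IVF 4-cell and -0.000317 in PA 4-cell groups. Exact permutation of the embryo labels gave one-sided p = 0.0667 for both 2-cell groups, the smallest that 15 partitions allow, and p = 0.0746 and 0.479 for the IVF and PA 4-cell groups over 1260 partitions (0.0995 for the first 3 and 0.479 after adjustment over the 4). Within embryos the mean correlation was 0.692 and 0.624 at 2-cell stage but 0.497 and 0.561 at 4-cell stage, in IVF and PA, respectively. Requiring an FPKM of at least 5 moved the IVF 4-cell difference most, to 0.0506. Each cell was also scored by the mean log2(FPKM + 1) of the genes called up minus that of the genes called down from 2- to 4-cell stage in the other method, which are 31 and 1 genes for IVF cells and 50 and 40 for PA cells. In IVF cells, 1 gene (TRPM7) therefore weighs as much as the 31 rising ones. The medians of this score from 1- to 8-cell stage were -4.18, -3.15, 0.94 and 1.92 in IVF and -3.45, -2.95, 1.65 and 2.64 in PA. Sister blastomeres of 1 embryo lay up to 5.14 apart in IVF and 4.53 apart in PA 4-cell embryos, against up to 1.57 and 0.629 in 2-cell embryos. After thinning the reads to the same depth in every cell, chosen after seeing the data, the ranges in 4-cell embryos were 5.21 and 4.57. The range in PA rests on PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres, and was 1.63 without them (1.64 after thinning). By the rising genes alone, also chosen after seeing the data, sisters lay up to 4.91 apart in IVF and 2.24 in PA 4-cell embryos (0.646 without these 2 cells), against 0.167 and 0.839 in 2-cell embryos. By the genes called without these 2 cells, a second such score, they lay up to 5.44 and 5.32 apart (0.879 in PA without the 2 cells), against 0.250 and 0.346.

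**Figure D5:**
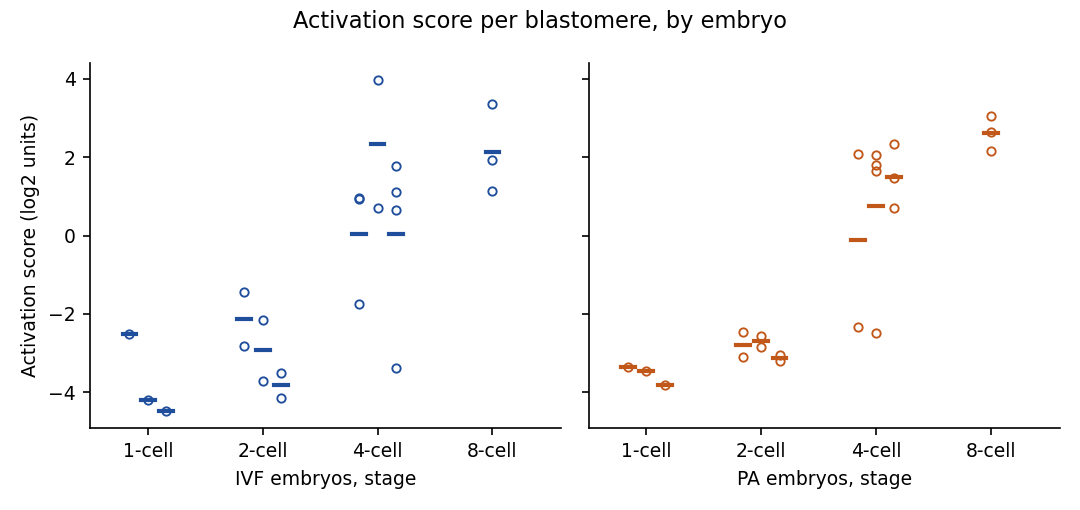
Activation score per blastomere (y axis, log2 units) at each stage (x axis) of IVF and PA embryos, from genes called in the other method (for IVF, 31 rising and 1 falling); circles are blastomeres in columns by embryo and short bars are embryo means. Blastomeres of 1 4-cell embryo lie up to 5.14 (IVF) and 4.53 (PA) apart, or 1.63 (PA) without PA 4-cell-1-4 and 2-1, the 2 lowest PA 4-cell circles.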

Mitochondria are maternally inherited in mammals^34^, playing an essential role in the regulation of oocyte maturation and early embryo development via oxidative phosphorylation to provide energy^31,35^. Mitochondrial mRNAs (except ATP8) gradually increase from MII oocytes to 8-cell embryos in both pig IVF and PA groups, suggesting that active transcription of mitochondrial genome is needed to supply the basic energy requirement for MZT during early embryo development. This is supported by the observation that mitochondrial DNA lacks 5mC methylation in mouse oocytes and early embryos^36^. However, in contrast to in vivo embryos, we found the lower expression of ATP8 in in vitro embryos (both IVF and PA). This difference might contribute to the poor quality and developmental competence of early embryos, since ATP8 plays an important role in ATP processing and the respiration chain^37^. Supportive evidences also show that treatment of maturing mouse oocytes by carbonyl cyanide p-(tri-fluromethoxy) phenyl-hydrazone (FCCP) to reduce oxidative phosphorylation could decrease ATP content, and thereby negatively impact oocyte quality and embryo development^38^. In addition to mitochondrial transcripts, abundant nuclear transcripts were also identified, some of which have been previously confirmed to be vital for biological processes, such as BTG4 for MZT^39^, DNMT1 and UHRF2 for DNA methylation^40^, CDR1^41^ and YWHAE^42^ for mitotic cell cycle, PCNA for DNA replication^43^, IGF2BP3 for embryo quality^44^, and ARMC1 for mitochondrial function^45^. Moreover, the remaining abundant transcripts (ENSSSCG00000000296, CDV3, ENSSSCG0000000035520, ENSSSCG0000000037674, ENSSSCG0000000034113, ENSSSCG0000000040056 and ENSSSCG0000000039638) still await further investigation, to uncover their function in the maintenance and regulation of early embryo development.

Transcriptome differences along developmental stages for pig IVF or PA groups were analyzed in the present study. First, genomes of 1-cell zygotes were actively transcribed, suggesting minor ZGA occurring as early as 1-cell stage, similar to mice^8^. Second, a large number of transcripts increased from 2- to 4-cell stage in both IVF and PA groups, suggesting that major ZGA is at 4-cell stage. Third, maternal RNA decay (both M- and Z-decay) occurred actively from 1- to 8-cell stages, and majority of transcripts were degraded from 4- to 8-cell stages. Fourth, most of up- or down-regulated genes were different between IVF and PA groups, suggesting that molecular differences in MZT regulatory dynamics exist. Fifth, the lower number of common DEGs indicated different signaling pathways were involved in IVF and PA embryo development. Sixth, pairwise comparison between IVF and PA embryos showed that several hundreds of up- and down-regulated DEGs at each of 1- to 8-cell stages (largest number of DEGs at 4-cell stage) were enriched in multiple signaling pathways. Collectively, these data indicate that DEGs and signaling pathways related to MZT are different for early embryos derived from bi-parental and maternal-only genome background in pigs.

Epigenetic modification of chromatins could affect MZT, and regulate early embryo development^46^, such as DNA methylation^7^ and H3K4 methylation^47,48^. Maternal transcriptional factors are required for ZGA during MZT^49^, and spatio-temporal expression of transcriptional factors accompanies MZT during embryogenesis^50^. In the present study, scRNA-seq demonstrated that for in vitro and in vivo embryos, expression of chromatin factors and transcriptional factors had large differences, suggesting that the in vitro embryo culture system could significantly alter the gene expression and influence the developmental ability. For DNA methylation factors (UHRF1/2 and DNMT1/3A/3B), expression levels and changing trends were very different between in vitro and in vivo embryos, indicating that DNA methylation difference caused by these factors might possibly affect the transcription integrity^51^ and preimplantation development^52^. Similar results for factors related to H3K4 methylation and transcription were also found to be different between in vitro and in vivo groups. These epigenetic factors might contribute to the regulation of embryo transcriptome and development at specific stages.

## Conclusion

Transcriptome dynamics for in vitro pig embryo development were systematically catalogued, and key genes and signal pathways were identified for MZT (ZGA and maternal RNA decay), which provides vital information and resources for further investigation.

## Supplementary Information

Supplementary Figures and Supplementary Table S1 and S3

Supplementary Table S2

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

## Data Availability

All obtained scRNA-seq data in the present study have been deposited in NCBI GEO repository (http://www.ncbi.nlm.nih.gov/geo/) (GSE164812). For in vitro matured MII oocytes (n = 3), our scRNA-seq data were previously deposited (GSE160334).

# Supplementary material for: Single cell RNA-seq reveals genes vital to in vitro fertilized embryos and parthenotes in pigs
**Source:** Sci Rep. 2021 Jul 13;11:14393. doi: 10.1038/s41598-021-93904-3
**Supplement:** Supplementary file 1 — Supplementary Figures and Supplementary Table S1 and S3

# **Single cell RNA-seq reveals genes vital to *in vitro* fertilized embryos and parthenotes in pigs**

Zhi-Qiang Du<sup>1,2#</sup>, Hao Liang<sup>1#</sup>, Xiao-Man Liu<sup>1</sup>, Yun-Hua Liu<sup>2</sup>, Chonglong Wang<sup>3</sup>, Cai-Xia Yang<sup>1,2\*</sup>

Supplemental Tables

**Table S1. Mapping statistics of scRNA-seq in IVF and PA embryos.**

|     | #Library       | MII-1       | MII-2      | MII-3      | 1-cell-1   | 1-cell-2   | 1-cell-3   | 2-cell-1-1  | 2-cell-1-2 | 2-cell-2-1  | 2-cell-2-2 | 2-cell-3-1 | 2-cell-3-2 |
|-----|----------------|-------------|------------|------------|------------|------------|------------|-------------|------------|-------------|------------|------------|------------|
|     | Total Reads    | 94,669,202  | 78,831,566 | 75,662,344 | 66,882,442 | 86,937,340 | 81,559,278 | 56,431,708  | 77,368,416 | 92,949,604  | 97,954,362 | 80,920,488 | 84,817,268 |
|     | Mapped Reads   | 91,236,050  | 75,740,247 | 73,035,506 | 62,582,603 | 83,588,093 | 78,279,592 | 51,284,831  | 74,191,291 | 88,285,911  | 93,211,184 | 77,553,715 | 81,183,595 |
|     | Mapping Rate   | 0.9637      | 0.9608     | 0.9653     | 0.9357     | 0.9615     | 0.9598     | 0.9088      | 0.9589     | 0.9498      | 0.9516     | 0.9584     | 0.9572     |
|     | UnMapped Reads | 3,433,152   | 3,091,319  | 2,626,838  | 4,299,839  | 3,349,247  | 3,279,686  | 5,146,877   | 3,177,125  | 4,663,693   | 4,743,178  | 3,366,773  | 3,633,673  |
|     | MultiMap Reads | 662,821     | 548,584    | 465,510    | 475,869    | 640,068    | 579,685    | 414,092     | 616,613    | 603,577     | 649,542    | 613,388    | 609,310    |
|     | MultiMap Rate  | 0.007       | 0.007      | 0.0062     | 0.0071     | 0.0074     | 0.0071     | 0.0073      | 0.008      | 0.0065      | 0.0066     | 0.0076     | 0.0072     |
| IVF | #Library       | 4-cell-1-1  | 4-cell-1-2 | 4-cell-1-4 | 4-cell-2-2 | 4-cell-2-3 | 4-cell-3-1 | 4-cell-3-2  | 4-cell-3-3 | 4-cell-3-4  | 8-cell-1-1 | 8-cell-1-2 | 8-cell-1-3 |
|     | Total Reads    | 49,620,720  | 84,203,192 | 83,454,508 | 75,899,948 | 88,470,236 | 75,107,110 | 91,185,046  | 97,599,502 | 104,815,104 | 36,094,630 | 89,278,520 | 77,476,742 |
|     | Mapped Reads   | 46,085,478  | 80,122,969 | 79,180,378 | 72,771,519 | 84,082,499 | 71,248,984 | 85,826,916  | 92,511,832 | 99,027,815  | 33,341,622 | 85,138,321 | 72,698,303 |
|     | Mapping Rate   | 0.9288      | 0.9515     | 0.9488     | 0.9588     | 0.9504     | 0.9486     | 0.9412      | 0.9479     | 0.9448      | 0.9237     | 0.9536     | 0.9383     |
|     | UnMapped Reads | 3,535,242   | 4,080,223  | 4,274,130  | 3,128,429  | 4,387,737  | 3,858,126  | 5,358,130   | 5,087,670  | 5,787,289   | 2,753,008  | 4,140,199  | 4,778,439  |
|     | MultiMap Reads | 390,678     | 681,289    | 884,400    | 1,838,196  | 1,448,038  | 1,646,911  | 1,204,898   | 746,029    | 3,328,876   | 1,071,457  | 2,267,941  | 3,090,249  |
|     | MultiMap Rate  | 0.0079      | 0.0081     | 0.0106     | 0.0242     | 0.0164     | 0.0219     | 0.0132      | 0.0076     | 0.0318      | 0.0297     | 0.0254     | 0.0399     |
|     | #Library       | 1-cell-1    | 1-cell-2   | 1-cell-3   | 2-cell-1-1 | 2-cell-1-2 | 2-cell-2-1 | 2-cell-2-2  | 2-cell-3-1 | 2-cell-3-2  | 4-cell-1-3 | 4-cell-1-4 | 4-cell-2-1 |
| PA  | Total Reads    | 102,292,004 | 99,599,690 | 80,264,286 | 77,466,640 | 94,312,774 | 78,842,380 | 101,242,270 | 90,395,050 | 88,782,540  | 82,045,538 | 94,847,912 | 82,683,170 |
|     | Mapped Reads   | 97,489,378  | 94,714,022 | 76,828,842 | 74,283,712 | 90,578,305 | 74,700,794 | 95,824,829  | 85,947,494 | 84,794,851  | 78,206,890 | 90,934,329 | 78,233,511 |
|     | Mapping Rate   | 0.953       | 0.9509     | 0.9572     | 0.9589     | 0.9604     | 0.9475     | 0.9465      | 0.9508     | 0.9551      | 0.9532     | 0.9587     | 0.9462     |
|     | UnMapped Reads | 4,802,626   | 4,885,668  | 3,435,444  | 3,182,928  | 3,734,469  | 4,141,586  | 5,417,441   | 4,447,556  | 3,987,689   | 3,838,648  | 3,913,583  | 4,449,659  |
|     | MultiMap Reads | 649,292     | 611,590    | 526,715    | 504,834    | 611,905    | 506,766    | 692,565     | 630,513    | 721,960     | 1,299,138  | 625,403    | 540,316    |
|     | MultiMap Rate  | 0.0063      | 0.0061     | 0.0066     | 0.0065     | 0.0065     | 0.0064     | 0.0068      | 0.007      | 0.0081      | 0.0158     | 0.0066     | 0.0065     |
|     | #Library       | 4-cell-2-2  | 4-cell-2-3 | 4-cell-2-4 | 4-cell-3-1 | 4-cell-3-3 | 4-cell-3-4 | 8-cell-1-1  | 8-cell-1-2 | 8-cell-1-4  |            |            |            |
|     | Total Reads    | 86,589,260  | 72,742,644 | 69,153,602 | 64,152,784 | 79,537,826 | 71,625,456 | 97,665,026  | 70,791,196 | 75,585,662  |            |            |            |
|     | Mapped Reads   | 82,129,734  | 69,217,003 | 65,491,891 | 60,700,039 | 75,840,246 | 67,868,408 | 93,705,282  | 67,802,387 | 72,070,447  |            |            |            |
|     | Mapping Rate   | 0.9485      | 0.9515     | 0.947      | 0.9462     | 0.9535     | 0.9475     | 0.9595      | 0.9578     | 0.9535      |            |            |            |
|     | UnMapped Reads | 4,459,526   | 3,525,641  | 3,661,711  | 3,452,745  | 3,697,580  | 3,757,048  | 3,959,744   | 2,988,809  | 3,515,215   |            |            |            |
|     | MultiMap Reads | 1,158,832   | 702,598    | 1,090,946  | 892,330    | 1,337,965  | 688,878    | 1,446,922   | 1,152,064  | 1,656,297   |            |            |            |
|     | MultiMap Rate  | 0.0134      | 0.0097     | 0.0158     | 0.0139     | 0.0168     | 0.0096     | 0.0148      | 0.0163     | 0.0219      |            |            |            |

**Table S3. The sex of samples and embryos for scRNA-seq.**

|             | Samples |      | Embryos |      |
|-------------|---------|------|---------|------|
|             | Female  | Male | Female  | Male |
| <b>MII</b>  | 3       | 0    | 3       | 0    |
| <b>IVF1</b> | 3       | 0    | 3       | 0    |
| <b>IVF2</b> | 6       | 0    | 3       | 0    |
| <b>IVF4</b> | 6       | 3    | 1       | 2    |
| <b>IVF8</b> | 0       | 3    | 0       | 1    |
| <b>PA1</b>  | 3       | 0    | 3       | 0    |
| <b>PA2</b>  | 6       | 0    | 3       | 0    |
| <b>PA4</b>  | 9       | 0    | 3       | 0    |
| <b>PA8</b>  | 3       | 0    | 1       | 0    |

## Supplementary figures

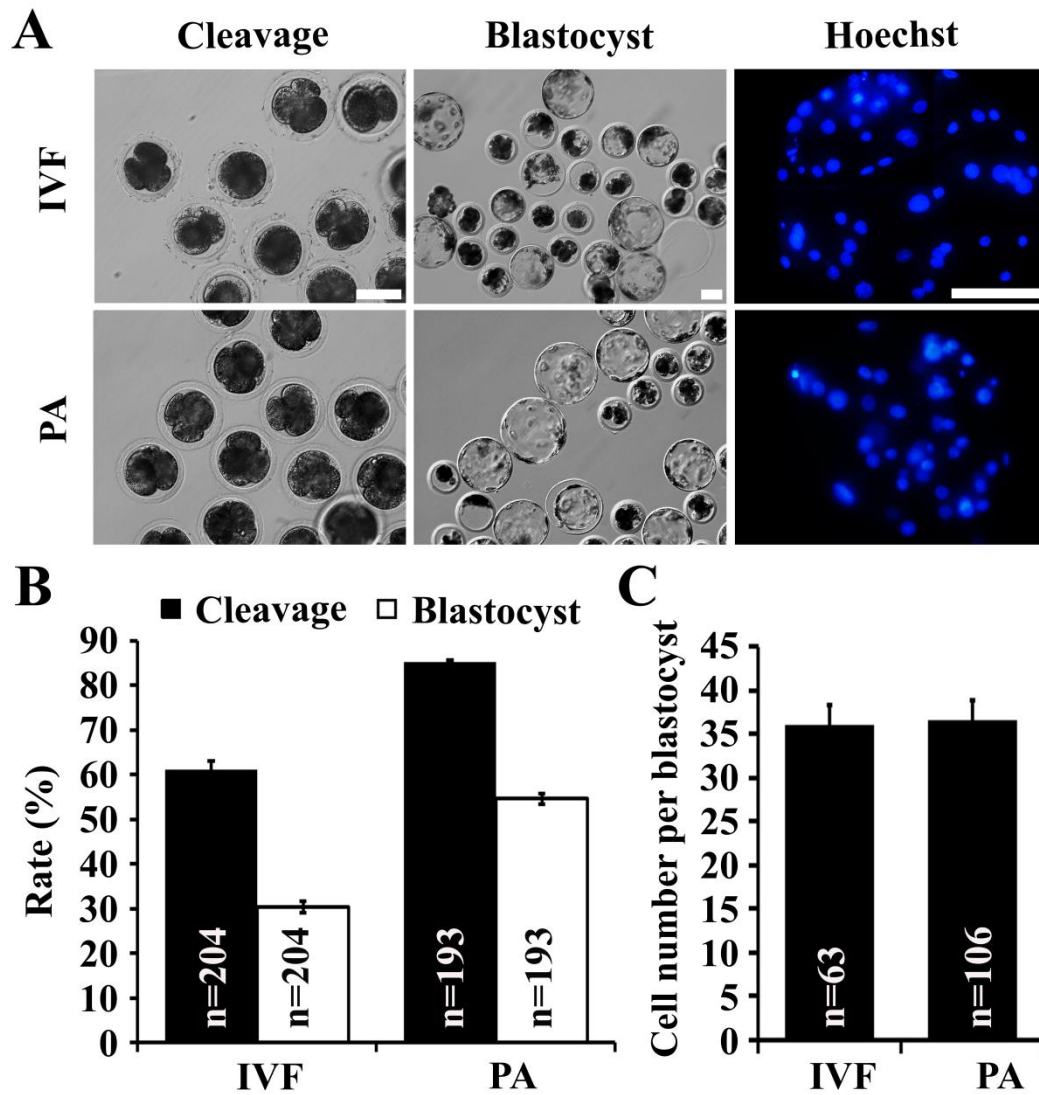

**Figure S1. Embryos produced for scRNA-seq.** A, Morphology of cleaved embryos (first column), blastocysts (second column) and Hoechst33342 stained blastocysts (third column), derived from IVF and PA, respectively. Scale bars: 100μm. B, Rates of cleaved and blastocyst embryos, respectively. C, Average cell number of blastocysts.

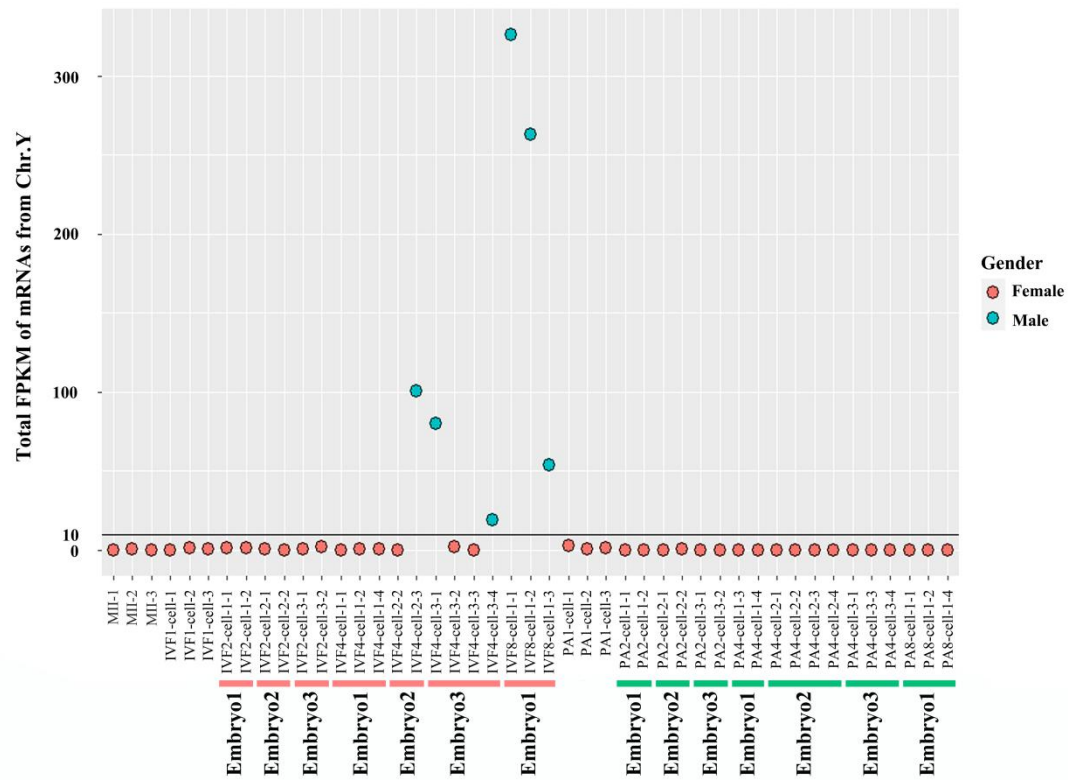

**Figure S2. Gender of blastomeres detected in the present study.** Each blastomere from pig early IVF and PA embryos was sexed based on the total FPKM of genes on the Y chromosome.

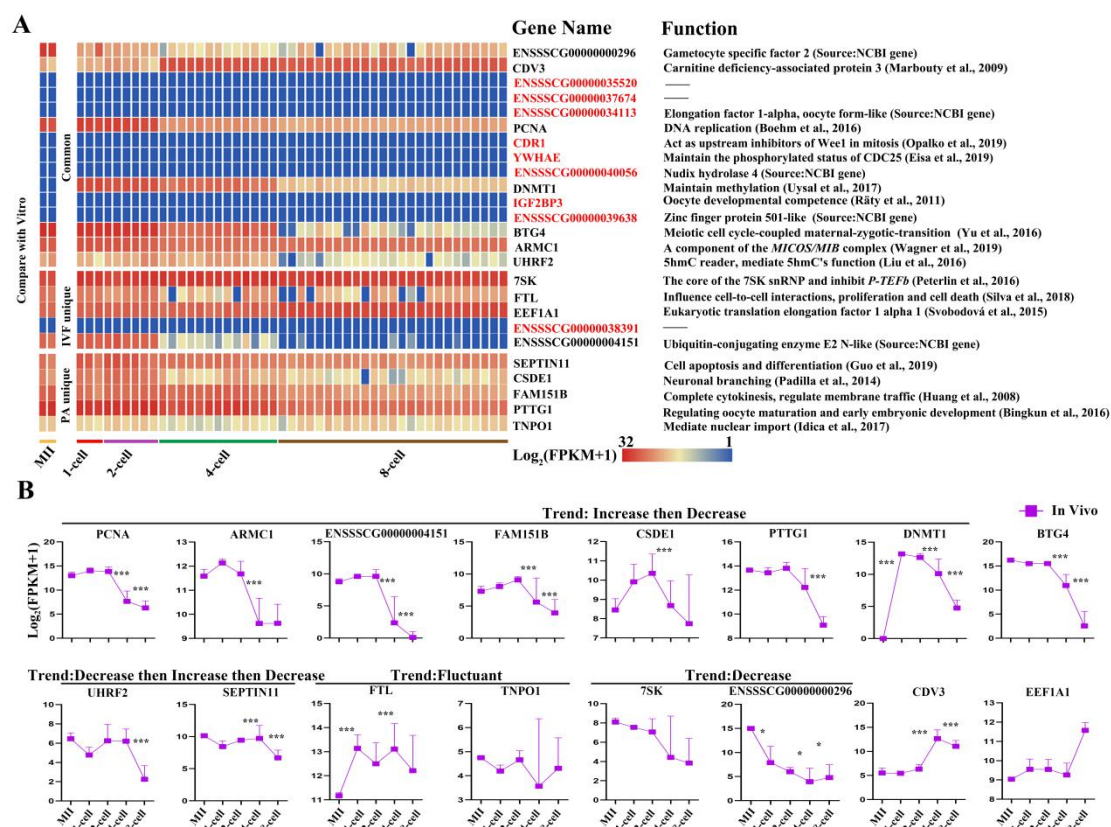

**Figure S3. In vivo expression levels of nuclear mRNAs that were listed in the top 20 of pig in vitro embryos** (extracted from Table S1 in (Kong et al., 2020)). A, Heatmap and functional annotation, including mRNAs common, or specific to IVF or PA groups. B, Expression dynamics of mRNAs.

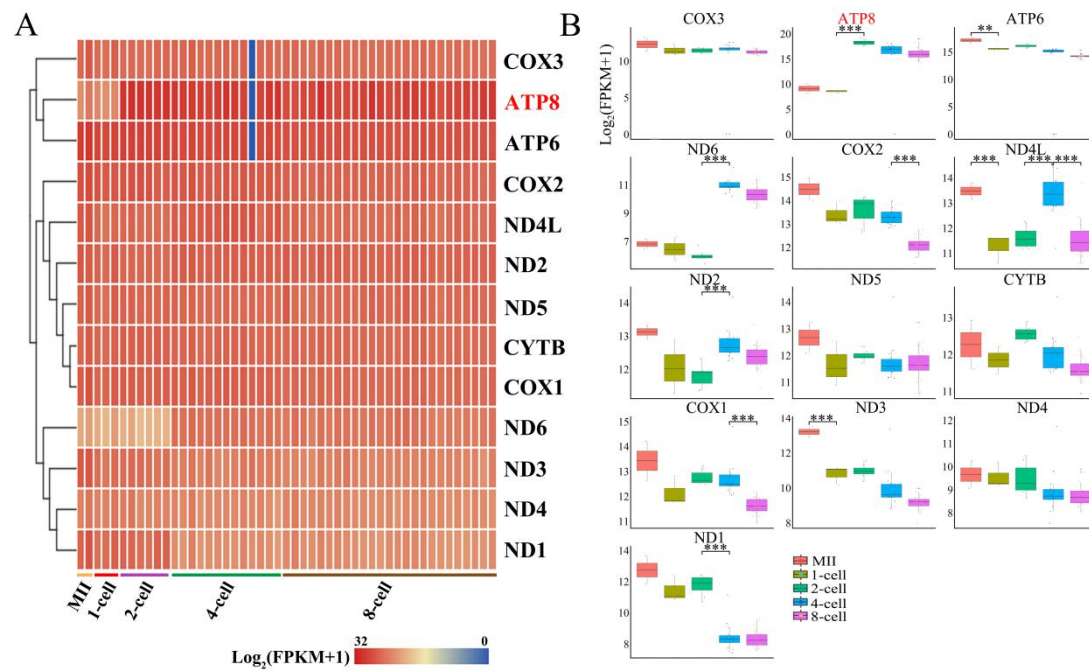

**Figure S4. Abundance of mitochondrial mRNAs in pig in vivo embryos** (extracted from Table S1 in (Kong et al., 2020)). A, Heatmap of mitochondrial mRNAs. B, Expression dynamics of mitochondrial mRNAs.

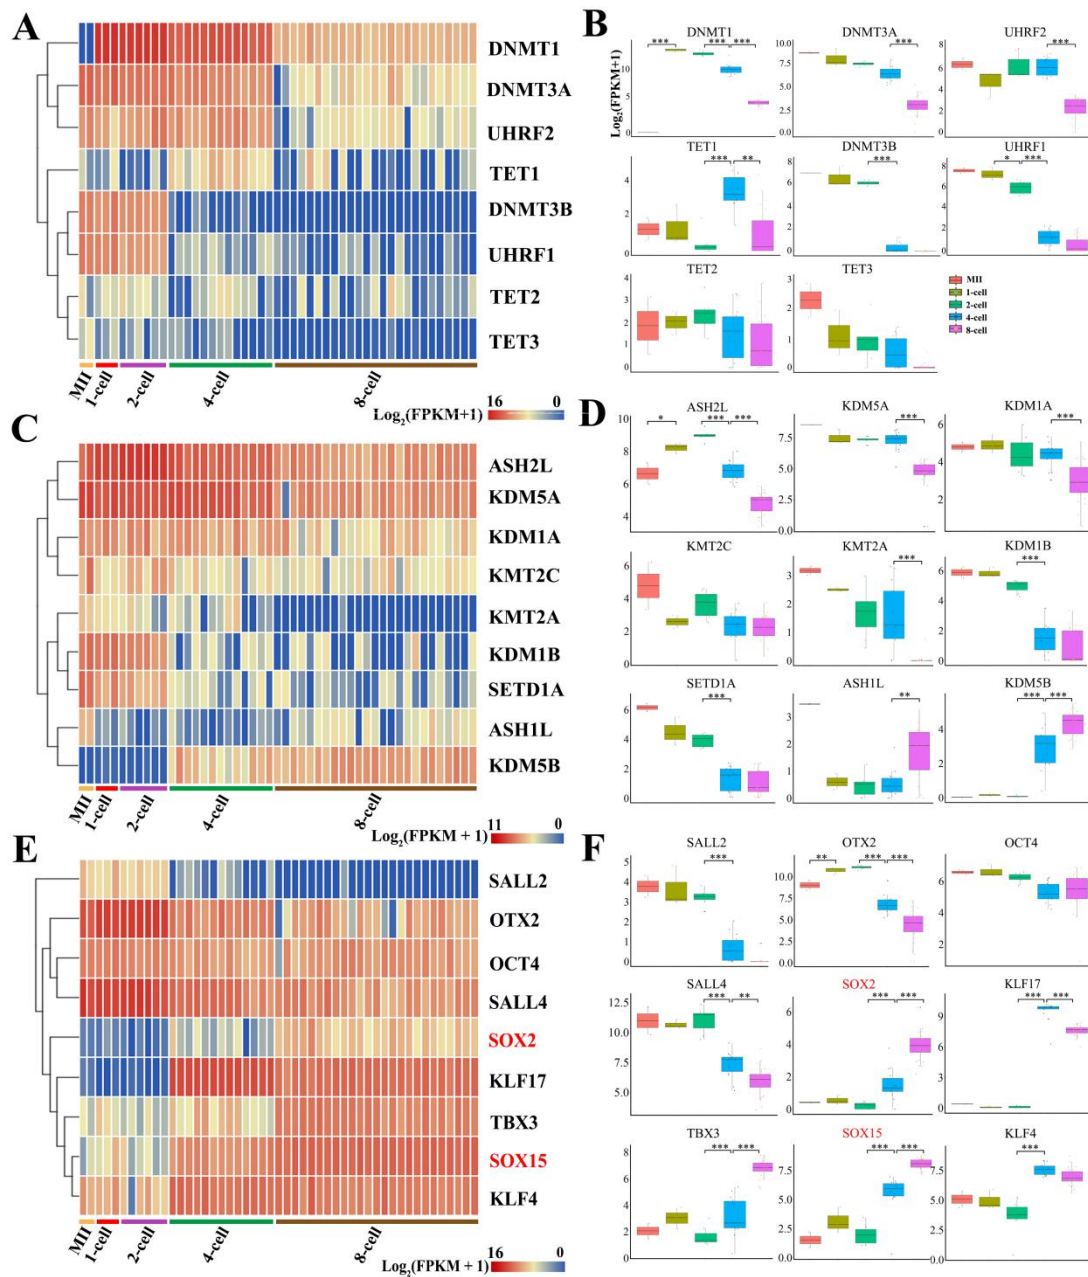

**Figure S5. Abundance of mRNAs related to DNA methylation, H3K4 methylation and transcription factors in pig in vivo embryos (extracted from Table S1 in (Kong et al., 2020)).** Heatmap (A, C, E) and expression dynamics (B, D, F).

How the deposited data were processed for this re-analysis (not part of the article)

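Single blastomeres of pig embryos made by in vitro fertilization (IVF) or by parthenogenetic activation (PA) were sequenced at the 1-, 2-, 4- and 8-cell stages, 42 cells of 20 embryos in 8 groups of method and stage. By the paper's methods, the authors lysed each cell, amplified cDNA with Ansuper-seq, which takes transcripts with or without polyA tails, and sequenced it on a HiSeq X-Ten. The extraction protocol given with the deposited samples describes another procedure, Trizol extraction and total RNA libraries of oocytes, and the values were taken as coming from the procedure in the paper. The authors mapped clean reads to Sscrofa11.1 with Hisat2, assembled transcripts with StringTie, counted reads with HTSeq and calculated FPKM (fragments per kilobase of gene, by its definition scaled to mapped reads), and this deposited FPKM table, with 1 column per cell and 15351 genes, is what was analysed here. The paper's text names no version of these programs, no release of the annotation, no strandedness of the libraries and no molecular identifiers. Every column of the table was used.

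FPKM are scaled within each cell and not between cells beyond that. The scale recovered from the FPKM, relative to its median over cells, was 0.721 to 1.17 times the mapped reads of Table S1 and 0.775 to 1.33 times the reads on genes, so it follows neither exactly. Depth was taken from the mapped reads in Table S1 and from reads on genes, which were recovered by dividing each gene's FPKM in a cell by its smallest unit, with the counts printed in Tables S6 and S9 to fix the scale. Between 4350322 and 15136275 reads on genes were recovered per cell. A gene with 1 read in a cell has a small FPKM that depends on its length, and amplified reads give no counting error of molecules, so the spread between embryos was used for every statement of precision. The median standard error of a log2 fold change was 0.816 between groups of 3 embryos. Tests on counts were not run, since the recovered reads are derived values and the deposited unit is FPKM.

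Genes were tested with limma 3.58.1 in R 4.3.3. An embryo's value was the mean FPKM of its blastomeres, 1 was added, and log2 was taken. The 8116 genes with FPKM of at least 1 in at least 3 cells entered the test. All 8 groups were fitted together with a mean-variance trend, so that groups of 1 embryo (both 8-cell groups) borrow the spread of the others. Genes with an adjusted p (Benjamini-Hochberg) below 0.05 and a fold change of at least 2 were called. The comparisons were each stage with the one before it within IVF and within PA, IVF with PA at the 1-, 2- and 4-cell stage, and the interactions of method with each step between stages. IVF and PA 8-cell embryos, with 1 embryo each, were compared by values without a test. MII oocytes and in vivo embryos were not analysed here. The sheets of Table S6 for PA were not used here, and those of Table S6 for IVF from 4- to 8-cell stage and some term lists of Tables S7 and S8 were held in part.

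The other measures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. They were the number of genes with FPKM above 0, the FPKM of the 13 mitochondrial mRNAs, the sum over Y-chromosome genes with the paper's threshold of 10, the 20 genes with the highest average over cells, clustering by Euclidean distance with complete linkage, principal components of log2 values, and correlations between sister blastomeres. Relations with stage were tested by exact permutation of embryos over stages, and relations across 4-cell blastomeres by 100000 permutations within embryos. Genes named in the text are those that the paper names in its text or draws in Fig. 2, 4E, 4F, 5 and 6, and for each tested comparison the called gene with the largest rise and the one with the largest fall among genes whose embryos do not overlap between the groups. One gene that the paper names is not reported here. A list of 19 imprinted genes, 13 expressed from the paternal and 6 from the maternal copy, was fixed beforehand and is reported as a list with those called. Paired designs were looked for and none was used, since the embryo numbers of different groups are not stated to be linked.

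The limma fit was tested on simulated data with the same numbers of embryos and genes, in which 200 genes were changed by log2 fold changes of 1 to 4 in each of 3 comparisons. Of 50 genes changed by 4, it called 40 for IVF 4-cell against 2-cell, 34 for IVF against PA at the 4-cell stage and 27 for IVF 8-cell against 4-cell embryos. Of 50 genes changed by 2, it called 5, 10 and 0, respectively. In each comparison, 3 of the unchanged genes were called. The changed genes were drawn from those with a mean log2 value of at least 4, so these shares do not hold for lower genes. Each gene had the same normal spread in all groups. In the data, the median SD was 1.08 (IVF) and 0.870 (PA) at 4-cell stage and between 0.536 and 0.717 before it. The 3 calls therefore give no rate of false calls for real comparisons with 4- or 8-cell embryos.

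Each result was recomputed with 1 choice changed at a time. The alternatives were a pseudocount of 0.1 or 5, no filter or an FPKM of at least 5 in 3 cells, nuclear genes rescaled to the same total, scaling by each cell's median ratio over nuclear genes, the mean of log2 values over blastomeres, blastomeres as samples with or without the embryo as a random effect, a fit with only the groups compared, limma without the mean-variance trend, the embryo number as a replicate block, and the omission of each embryo in turn. For the other measures they were other distances and linkages, other thresholds, medians in place of means, and leaving out cells with few mapped reads. Thinning the recovered reads of every cell to 4300000 was added after seeing the data, and so was leaving out PA 4-cell-1-4 and 2-1, whose values nearly repeat those of PA 2-cell-1-2 and 2-cell-2-1. Numbers of calls were also compared with those of all 10 splits of 6 embryos into 3 and 3, or of 100 random splits for the interactions.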

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

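The tests of explanations given here and the omission of PA 4-cell-1-4 and 2-1 were chosen only after the results were seen, while the comparison of changes between IVF and PA and the list of imprinted genes were set beforehand.

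For 6 measures per cell, the highest and the lowest cell of the 2-cell and 4-cell groups were compared with the nearest of the other cells, by Dixon's ratio of this gap to the range of the group. In 5 of the 24 groups tested, 1 cell lay past the critical value. Chance puts about 1 in 20 groups past it, and cells of 1 embryo are not independent, which Dixon's ratio takes them to be.

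IVF 4-cell-1-1 (embryo 1, blastomere 1) lay far below the rest of its group in the number of genes detected, with 4367 genes against 6065 to 7071 in the other 8 IVF 4-cell blastomeres. It also had the fewest reads on genes of the group (4350322, the next being 7277201). After the reads of every cell were thinned to the same number, it had 4171 genes against 4910 to 6232, and the gap over the range fell to 0.359, below the critical value. This value is in line with fewer reads in this cell as the source of the gap. It remained the lowest after thinning, and whether the blastomere held less RNA stays open, because FPKM hold no measure of it. The blastomere belongs to IVF 4-cell embryo 1, whose omission raised the calls from 2- to 4-cell stage of IVF from 90 to 729, although its other blastomeres there had 7071 and 6220 genes.

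IVF 2-cell-1-1 had far fewer reads on genes than the rest of the IVF 2-cell group, with 7906960 reads (7.91 megareads) against 11071196 to 12546914. Its mapped reads in Table S1 were the lowest of the group too, 51.3 megareads (51284831 reads) against at least 74191291, which is consistent with fewer reads mapped for this cell. It also had the fewest genes detected of the group (7017), not past the critical value. No biological explanation was tested.

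Among parthenotes, which carry no Y chromosome, PA 2-cell-2-2 stood out by a summed FPKM of Y-chromosome genes of 0.724 (the others reached 0.166), and PA 4-cell-3-4 by 0.258 (the others reached 0.129). Both sums lie below the highest sum among PA cells, 2.83 in PA 1-cell-1, and below the threshold of 10. Sums of this size in parthenotes are consistent with reads that do not come from a Y chromosome. PA 2-cell-2-2 had 1 Y gene above 0, ENSSSCG00000038027, which reached at most 0.147 FPKM in the cells typed male. In PA 1-cell-1, ENSSSCG00000038192 gave 2.52 FPKM, against at most 0.0851 in those cells. The Y genes with the largest summed FPKM, ENSSSCG00000034141, ENSSSCG00000038249 and ENSSSCG00000012178, were listed at 0 in every PA cell. These values argue against RNA of the cells typed male as the source in PA 2-cell-2-2 and PA 1-cell-1. RNA carried over from other cells stays open, and which genes elsewhere the reads come from was not tested.

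PA 2-cell-3-2 had the highest share of multi-mapped reads of its group by Table S1. This share was 0.813%, against 0.643% to 0.698% in the other 5 cells. The share is higher at later stages, so an earlier start of genome activation in this blastomere was tested as a candidate explanation. Its activation score (the mean log2(FPKM + 1) of genes rising from 2- to 4-cell stage minus that of genes falling) was -3.19, rank 6 of the 6 cells, with -2.47 in the highest, which argues against it. The mapped reads of the cell (84794851) lay within the range of the group. The source of these reads stays open.

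The change from 4- to 8-cell stage differed between IVF and PA for 232 genes by limma (72 with a positive and 160 with a negative sign), while at the steps before it 0 genes passed by limma (227 and 434 at an unadjusted p under 0.05). Each 8-cell group was 1 embryo, so other embryos were put in its place: 1 IVF and 1 PA 4-cell embryo were set against the other 4-cell embryos, and these 9 choices gave between 66 and 551 genes, with a median of 224. In 4 of the 9 choices, at least 232 genes passed. The number of genes is therefore consistent with the spread between embryos of one stage, which limma takes to be equal in all groups although the median SD of log2 values was 1.08 (IVF) and 0.870 (PA) at 4-cell stage and between 0.536 and 0.717 before it. Without PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres, 239 genes passed by limma, the 9 choices gave between 156 and 687 genes, at least 239 in 6 of them, and the median SD in PA was 0.522. A difference between fertilized embryos and parthenotes stays open, since 1 embryo per group cannot show it, and so do the sex of the IVF 8-cell embryo, which was male, and the time at which each embryo was collected within its stage.

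Among imprinted genes, which the paper does not analyse, 2 passed adjusted over the list alone between IVF and PA at the 4-cell stage, both expressed from the paternal copy. They were PEG10, with a log2 fold change of 2.71 (16.9 ± 14.9 FPKM in IVF and 1.48 ± 1.42 in PA, n = 3 embryos each), and NAP1L5, with 41.9 FPKM in 1 IVF embryo and 0 in another, while it was listed at 0 in every PA cell. Median-ratio scaling lowered the log2 fold change of PEG10 to 0.91, and without IVF 4-cell embryo 1 limma called NAP1L5 over all genes too. Each had an adjusted p over the list alone of 0.0264 by limma, and over all genes tested 0.157 (0.127 to 0.739 over the alternatives) and 0.135 (0.00131 to 0.739), so over all genes 0 of them passed by limma (2 with an unadjusted p under 0.05). With PA 4-cell-1-4 and 2-1 left out, each had 0.0272 over the list alone by limma, and 0.0952 and 0.077 over all genes. The list held 13 genes expressed from the paternal copy, 10 of them in the table and 7 tested, and 6 from the maternal copy, 3 in the table and 1 tested, and whether each is imprinted in pigs was not checked. Of the 7, 4 were higher in IVF at 4-cell (median log2 fold change 1.42), 4 at 2-cell (0.01) and 7 at 1-cell stage (0.87), against medians of 0.23, 0.25 and 0.24 over all genes. At 4-cell stage, 6 of the 7 were higher in IVF without PA 4-cell-1-4 and 2-1 (median 1.39), 3 of them at an unadjusted p under 0.05 by limma. The 1 maternal gene tested, IGF2R, was higher in IVF as well (0.51 at 4-cell stage). PEG10 was higher in every IVF than in every PA 4-cell embryo, which chance gives for 10% of genes, while NAP1L5 rests on 2 IVF blastomeres, 1 each of embryos 2 and 3. That parthenotes lack a paternal genome could explain a higher level of such genes in IVF at 4-cell stage, with the adjusted p of 0.0264 by limma as its test, but it would leave the 1-cell stage unexplained, where all 7 were higher in IVF. With 7 genes and 3 embryos per group, it cannot be told apart from the shift of all genes toward IVF.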

How the results depend on the processing

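The alternatives were set before the data were examined, except the thinning of reads to the same depth in every cell and the omission of PA 4-cell-1-4 and 2-1, which nearly repeat PA 2-cell blastomeres. These were chosen after seeing the data, as were the comparisons of numbers of calls with embryos or splits put in place of the real groups.

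The measures over all cells kept their direction under the alternatives run for them. Spearman's rho between stage and detected genes stayed between -0.963 and -0.925 in IVF and between -0.963 and -0.900 in PA, thinning and the omission of the 2 cells included, and that for the summed mitochondrial FPKM between 0.925 and 0.963 and between 0.862 and 0.938. With each embryo left out in turn, the rho for detected genes, IVF embryos alone, was -0.962 to -0.949 and that for detected genes, PA embryos alone, -0.962 to -0.896. For mitochondrial mRNAs it was 0.949 to 0.962 and 0.884 to 0.927. Between 5 and 6 cells were typed male, 80 or 82 of the places in the lists of 20 genes were mitochondrial, and 2 imprinted genes passed over the list alone in each setting run for it. The 42 cells divided into 2 clusters lay with their own part of development in 36 cases, and in 31 to 38 under other linkages or without the log, but in 28 with a distance of 1 minus Spearman's correlation. They were 36 of 40 without PA 4-cell-1-4 and 2-1. The first principal component held 19.1% to 26.0% of the variance, but 78.3% for FPKM without the log, which leaves the variance to the few most abundant genes.

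The numbers of genes called by limma moved far more. Given in the order 1- to 2-, 2- to 4- and 4- to 8-cell stage, they were 0, 90 and 566 in IVF and 8, 32 and 811 in PA. Between IVF and PA they were 4, 0 and 45 at 1-, 2- and 4-cell stage, and for the difference between the changes in IVF and PA (interaction) 0, 0 and 232 at the 3 steps. For the steps with 0 calls, 216 genes (IVF from 1- to 2-cell), 441 (IVF against PA at 2-cell), 227 and 434 (interactions) had an unadjusted p under 0.05 by limma. Numbers that an alternative moved by more than 1.5 times follow, and the cause was not tested unless one is given.

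With a pseudocount of 0.1, limma called 2 genes in IVF and 3 in PA from 1- to 2-cell stage, 18 in PA from 2- to 4-cell stage and 146 interactions at the step to 8-cell stage. At that step the total in IVF and PA stayed within 1.5 times, but the split turned from 302 up and 264 down to 146 up and 428 down in IVF, and from 553 up and 258 down to 343 up and 410 down in PA. A pseudocount of 5 gave 2 genes between IVF and PA at 1-cell and 1 at 2-cell stage, and 452 interactions at the last step.

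Without the filter, limma called 4 genes in IVF and 5 in PA from 1- to 2-cell stage, 853 in IVF from 4- to 8-cell stage, 13 between IVF and PA at 1-cell stage, and 5 and 721 interactions at the first and last step. The filter at an FPKM of at least 5 in 3 cells gave 166 genes in IVF from 2- to 4-cell stage, 2 in PA from 1- to 2-cell stage, 2 and 68 between IVF and PA at 1- and 4-cell stage, and 92 interactions at the last step.

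Rescaling the nuclear genes to the same total moved the median log2 fold change over all genes by less than 0.1 in each comparison. It gave 52 genes in PA from 2- to 4-cell stage and 141 interactions at the last step. Between IVF and PA at 4-cell stage it called 30 genes up and 18 down (62.5% up), against 34 and 11 (75.6%), and at 1-cell stage 0 up and 3 down against 1 and 3.

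Median-ratio scaling shifted the median of all genes from 1- to 2-, 2- to 4- and 4- to 8-cell stage by 0.12, 0.42 and 0.34 in IVF, and by 0.09, 0.29 and 0.04 in PA. It shifted the difference of IVF from PA by -0.24, -0.25 and -0.30 at 1-, 2- and 4-cell stage, and the interaction by -0.16 and 0.24 at the last 2 steps. The factors came from the 1064 nuclear genes above 0 in every cell. This takes those genes to be unchanged on the whole across stages, which was not tested. The factors ran from 0.0389 (PA 4-cell-3-3, with 0.709 and 0.168 in its sisters) to 4.17 (IVF 1-cell-2). A small factor raises every value of its cell, so such a cell weighs most in the mean of its embryo. Abundant genes moved more than the medians above, which include many genes near 0. The median of the mitochondrial genes went from 1.84 to 5.4 in PA from 2- to 4-cell stage, and from 0.15 to -2.42 between IVF and PA at 4-cell stage. Under this scaling, limma called 58 genes in IVF from 2- to 4-cell stage, 54 up and 4 down against 50 and 40, and 503 in PA, 497 up and 6 down against 31 and 1. From 4- to 8-cell stage, it called 1156 in IVF, 997 up and 159 down against 302 and 264, and 1532 in PA, 1206 up and 326 down against 553 and 258. It called 3 genes in PA from 1- to 2-cell stage, and between IVF and PA 2 genes at 1-cell stage (0 up and 2 down) and 372 at 4-cell stage, 96 up and 276 down against 34 and 11. Interactions numbered 11 at the step from 2- to 4-cell stage (1 positive and 10 negative) and 1098 at the last (540 and 558, against 72 and 160). The balance of up and down at these steps therefore depends on how cells are scaled to each other, which FPKM alone cannot settle.

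Taking an embryo's value as the mean of log2 values gave 3 and 532 genes (91 up and 441 down) in IVF at the first 2 steps, and 17, 215 (36 up and 179 down) and 457 in PA. It gave 12, 1 and 15 genes between IVF and PA at 1-, 2- and 4-cell stage, and 2 and 50 interactions at the first and last step. With the blastomeres as samples and the embryo as a random effect, limma called 17 and 611 genes (54 up and 557 down) in IVF at the first 2 steps and 56, 166 (29 up and 137 down) and 471 in PA, 13 and 17 between IVF and PA at 1- and 2-cell stage, and 12 and 74 interactions at the first and last step. With each blastomere a sample and no term for the embryo, it called 17 and 576 (51 up and 525 down) in IVF and 55 and 119 in PA at the first 2 steps, 13, 17 and 22 between IVF and PA, and 12 interactions at the first step. In these settings a gene that is at 0 in some blastomeres of a 4-cell embryo has a lower value than by the mean of FPKM, by construction.

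With only the groups compared in the fit, limma called 0 genes from 2- to 4-cell (883 at an unadjusted p under 0.05) and from 4- to 8-cell stage of IVF (728), 0 in PA from 1- to 2-cell (434) and from 4- to 8-cell stage (1133), and 0 between IVF and PA at 1-cell (910) and 4-cell stage (267). In this fit, it called 1 gene in PA from 2- to 4-cell stage and 109 interactions at the last step. By construction, such a fit of 2 groups estimates the spread from 4 to 6 embryos in place of 20. For an interaction it takes the embryos of all groups involved, which are more than in a fit of 2 groups but still not all 20. Without the mean-variance trend, it called 142 genes in IVF from 2- to 4-cell stage, 2 in PA from 1- to 2-cell stage and 2 and 79 between IVF and PA at 1- and 4-cell stage.

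The embryo numbers repeat across groups, but neither the paper nor the labels link embryos of the same number. Of 45 pairs of embryos with the same number, 4 had a correlation above 0.1 of their deviations from the group means (mean 0.0261, against -0.0130 for other pairs). All 3 pairs of PA 2-cell with PA 4-cell embryos were among the 4 (0.100 to 0.355, mean 0.246, against -0.123 for other pairs). Without PA 4-cell-1-4 and 2-1, which nearly repeat cells of the PA 2-cell embryos of their number, these 3 lay between -0.0131 and 0.00865, so the numbers were not read as a pairing. With the embryo number as replicate block, limma called 5 genes in PA from 1- to 2-cell stage, and the other numbers stayed within 1.5 times.

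With each embryo left out in turn, the groups left with 2 embryos shared the spread estimated over all groups, like the lone 8-cell embryos. From 1- to 2-cell stage, limma called 0 to 5 genes in IVF (5 without IVF 1-cell embryo 1, 3 without embryo 3) and 0 to 13 in PA (13 without PA 1-cell embryo 2, and 5, 0 and 1 without PA 2-cell embryos 1, 2 and 3). For IVF 4-cell against 2-cell embryos, it called 24 to 729, with 24, 33 and 28 without IVF 2-cell embryos 1, 2 and 3, and 729, 50 and 106 without IVF 4-cell embryos 1, 2 and 3. For PA at this step it called 12 to 151, with 15 and 12 without PA 2-cell embryos 2 and 3 and 151 without PA 4-cell embryo 1. At the step to 8-cell stage, it called 646 to 888 in IVF (888 without IVF 4-cell embryo 2), and 758 to 909 in PA, where no embryo moved the number by more than 1.5 times. For IVF against PA at 1-cell stage, it called 0 to 10 (10, 0 and 7 without IVF 1-cell embryos 1, 2 and 3), at 2-cell stage 0 to 2 (2 without IVF 2-cell embryo 3 and 1 without PA 2-cell embryo 1), and at 4-cell stage 11 to 432. These last were 432 and 79 without IVF 4-cell embryos 1 and 3, and 98, 15 and 11 without PA 4-cell embryos 1, 2 and 3. Interactions numbered 0 to 6 at the first step (6 without PA 1-cell embryo 3 and 1 without PA 2-cell embryo 1) and 0 to 72 at the next (72, 5 and 3 without IVF 4-cell embryos 1, 2 and 3 and 2 without PA 4-cell embryo 3). At the last step they numbered 210 to 370, with 370 and 364 without IVF 4-cell embryos 1 and 2. Omitting an 8-cell embryo leaves no group to compare, and these settings were not run.

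Without PA 4-cell-1-4 and 2-1, limma called 601 genes in PA from 2- to 4-cell stage (93 up and 508 down), among them all 32 called before, 330 between IVF and PA at 4-cell stage (304 up and 26 down), and 6 interactions from 2- to 4-cell stage. At the step to 8-cell stage, it called 789 in PA (657 up and 132 down, against 553 and 258) and 239 interactions. Of 52 comparisons of named genes that use PA 4-cell embryos, 42 kept their side of the thresholds, 6 lost a call (ARMC1, FAM151B, ND4, ASH2L and KMT2A in PA from 4- to 8-cell stage, and KDM5A in the interaction), 4 gained one (TNPO1 and UBE4A between IVF and PA, NANOG and COX2 in PA from 2- to 4-cell stage) and 0 turned a called direction. Among the 42, 2 values without a call changed sign (ZNF449 between IVF and PA, and OTX2 in PA from 4- to 8-cell stage).

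Of 101 comparisons of genes named in the text, 52 were called by limma. Over the other settings set beforehand, 1015 of 1161 values kept their side of the thresholds, 117 lost a call, 29 gained one and 0 turned a called direction. Among the 1015, 9 values without a call changed sign. With 1 embryo left out, 438 of 492 kept their side, 37 lost a call, 17 gained one and 0 turned a called direction, and 11 of the 438, without a call, changed sign. The fit with only the groups compared lost the most calls (50), followed by the random effect (13), and by the mean of log2 values and median-ratio scaling (11 each, the latter gaining 8). PABPC5 in the interaction at the last step kept its call in every setting run for it, and no other called comparison did. It was near 0 in all groups but the PA 8-cell embryo, which no setting left out. That it kept its call therefore says nothing on how it varies between embryos.

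Depth and the number of embryos limit what can be seen. On simulated data of the same size, limma called 40 of 50 genes changed by a log2 fold change of 4 and 5 of 50 changed by 2 between 2- and 4-cell stages of IVF, and 27 and 0 of 50 where the lone 8-cell embryo was involved. These genes had a mean log2 value of at least 4, and their spread was equal in all groups, which it was not in the data. A small number of calls at such changes therefore leaves open how many genes changed.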

Differences from the paper's values

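In this part, each number of differentially expressed genes comes from limma with embryos as replicates, while the paper's test took single cells as replicates. A number is taken to differ from the paper's when it is more than 1.5 times larger or smaller. The alternatives named here were set before the data were examined, except the omission of PA 4-cell-1-4 and 2-1.

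From 1- to 2-cell stage of IVF, 0 genes were called up and 0 down by limma (57 and 159 at an unadjusted p under 0.05), while the paper's numbers are 63 and 127. In PA, 0 were called up and 8 down (84 and 310 at an unadjusted p under 0.05), while the paper's numbers are 82 and 318. No alternative brought any of these 4 numbers within 1.5 times of the paper's. The highest numbers were 0 up and 17 down in IVF and 2 up and 56 down in PA, with 17 and 56 under the embryo as random effect.

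Between 2- and 4-cell stages of IVF, 50 genes were called up, while the paper's number is 1397, and no alternative brought it within 1.5 times (the highest was 435, without IVF 4-cell embryo 1). Genes called down numbered 40, while the paper's number is 528. The number down was within 1.5 times of the paper's with the mean of log2 values (441), the embryo as random effect (557) and each blastomere a sample (525), and not under the other alternatives. For PA, 31 genes were called up, while the paper's number is 1191, and no alternative brought it within 1.5 times (the highest was 497, under median-ratio scaling). The 1 gene called down in PA compares with the paper's 237. Of the alternatives, the mean of log2 values (179) brought it within 1.5 times and the others did not.

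Between 4- and 8-cell stages of PA, 553 genes were called up, while the paper's number is 323. The number was within 1.5 times with a pseudocount of 0.1 (343), the filter at an FPKM of 5 (436), nuclear genes rescaled (439), the mean of log2 values (352) and the embryo as random effect (365), and not under the other alternatives. Genes called down in PA numbered 258, while the paper's number is 981, and no alternative brought it within 1.5 times (the highest was 410, with a pseudocount of 0.1). In IVF, 264 genes were called down, while the paper's number is 589. This was within 1.5 times with a pseudocount of 0.1 (428) and without IVF 4-cell embryo 2 (427), and not under the other alternatives. The 302 genes called up in IVF were within 1.5 times of the paper's 453.

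Between IVF and PA embryos, limma called 1 gene up in IVF and 3 down at 1-cell stage, while the paper's Table S9 lists 214 and 171. At 2-cell stage it called 0 and 0 (366 up and 75 down at an unadjusted p under 0.05), while the paper's table lists 451 and 209. At 4-cell stage it called 34 and 11, while the paper's table lists 715 and 826. No alternative brought any of these 6 numbers within 1.5 times of the paper's. The highest were 8 up (no filter) and 9 down (blastomeres as samples) at 1-cell stage, 17 up (blastomeres as samples) and 1 down (without PA 2-cell embryo 1) at 2-cell stage, and 366 up (without IVF 4-cell embryo 1) and 276 down (median-ratio scaling) at 4-cell stage.

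Genes called up in both IVF and PA numbered 15 between 2- and 4-cell stages by limma, while the paper shows about 510 in Fig. 3C, read by eye, and 112 between 4- and 8-cell stages, where it shows about 54 in Fig. 3C, read by eye. Called down in both were 0 between 1- and 2-cell stages by limma, while the paper shows about 8 in Fig. 3C, read by eye. At the next step 0 were called down in both by limma, 1 gene being called down in PA, while the paper shows about 30 in Fig. 3C, read by eye. At the last step, 101 were called down in both, while the paper shows about 190 in Fig. 3C, read by eye. The adjusted p alone, without a threshold on the fold change, left all 5 of these numbers as they were. With PA 4-cell-1-4 and 2-1 left out, an alternative chosen after seeing the values, 33 genes were called down in both between 2- and 4-cell stages, within 1.5 times of the paper's number, and 0 of the 32 genes called in PA were dropped. At the last step, 109 were then called up in both and 51 down in both, the latter farther from the paper's number than before.

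The first principal component held 25.8% of the variance over 42 cells, while the paper, which includes MII oocytes, shows about 10% in Fig. 1D, read by eye. With each gene at unit variance it held 19.1%, without the filter 24.6% and without the log 78.3%, so no alternative brought it within 1.5 times.

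The paper finds the largest number of genes going up at the step from 2- to 4-cell stage in both groups. Here limma called 302 up at the step to 8-cell stage against 50 in IVF, and 553 against 31 in PA. The later step rests on 1 embryo in each group, and 1 4-cell embryo against the others of its stage, a comparison chosen after seeing the data, already gave up to 402 genes up in IVF and 115 in PA (297 in PA without PA 4-cell-1-4 and 2-1). These numbers therefore do not decide at which step more genes go up. The number from 2- to 4-cell stage was the larger one in IVF without IVF 4-cell embryo 1 (435 against 305), in PA with only the groups compared in the fit (1 against 0 by limma, with 1133 changed in either direction at an unadjusted p under 0.05 at the later step), and under no other alternative. The paper also finds fewer genes going up and more going down in PA than in IVF from 4- to 8-cell stage. Here 553 were called up in PA and 302 in IVF, and 258 down in PA and 264 in IVF, with the same limit of 1 embryo in each group. No alternative called fewer genes up in PA than in IVF, while more were called down in PA under median-ratio scaling (326 against 159), with nuclear genes rescaled (285 against 270), and with the embryo number as replicate block (255 of 827 calls, against 250 of 545).

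The paper describes a large number of genes that differ between IVF and PA at every stage. Here limma called 4, 0 and 45 genes at 1-, 2- and 4-cell stage (332, 441 and 1134 at an unadjusted p under 0.05). It names 8 genes as differing at several of these stages. Of these 8, limma called 0 at the 1-, 2- or 4-cell stage, while 5 of them had an unadjusted p under 0.05 at 4-cell stage (ENSSSCG00000035376, ZNF449, MIER3, UBE4A and SEPTIN11) and 1 at 2-cell stage (SEPTIN11). At 4-cell stage, ZNF449, MIER3 and SEPTIN11 no longer did by limma without PA 4-cell-1-4 and 2-1, a setting chosen after seeing the data. ENSSSCG00000035376 was called at 4-cell stage without IVF 4-cell embryo 1, and SEPTIN11 and SMAD5 under median-ratio scaling. UBE4A was called at 4-cell stage with a pseudocount of 5, the filter at an FPKM of 5, nuclear genes rescaled, median-ratio scaling, no mean-variance trend, and without IVF 4-cell embryo 1 or 3. It was also called without PA 4-cell-1-4 and 2-1, an alternative chosen after seeing the values, which dropped 4 of the 37 genes of the paper's table that limma called at this stage.

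Of 13 mitochondrial mRNAs, the paper finds significant changes between adjacent stages, most of them from 2- to 4-cell stage. Here 0 of the 13 were called by limma at that step in either group, and 1, ND4 in PA, at the step to 8-cell stage. At the step from 2- to 4-cell stage, each blastomere a sample and the embryo as random effect each called 3 in IVF (ATP6, COX3 and ND4) and 4 in PA (ATP6, CYTB, COX3 and COX2). Median-ratio scaling called 12 in PA, and leaving out PA 4-cell embryo 2 called 4 (ND2, CYTB, COX3 and COX2). Leaving out PA 4-cell-1-4 and 2-1, chosen after seeing the values, called 4 (ATP6, CYTB, COX3 and COX2) and dropped ND4 at the step to 8-cell stage.

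The paper finds that most genes related to H3K4 methylation change significantly from 4- to 8-cell stage. Here 2 of 9 were called by limma in IVF and 2 of 9 in PA. The number in either group was at most 3 under the alternatives, reached in IVF with a pseudocount of 0.1 and without the mean-variance trend (ASH2L, KDM5A and KMT2A).

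SALL4, NANOG, KLF4 and KLF17 are all significant in the paper from 2- to 4-cell stage. Here limma called 0 of the 4 in either group, with adjusted p of 0.327, 0.076, 0.124 and 0.0864 in IVF and 0.668, 0.0688, 0.723 and 0.279 in PA. In IVF, NANOG, KLF4 and KLF17 were called without IVF 4-cell embryo 1, and KLF17 also with the mean of log2 values. In PA, SALL4 and KLF17 were called under median-ratio scaling. NANOG was called in PA in 7 of 18 alternatives, which were the filter at an FPKM of 5, nuclear genes rescaled, median-ratio scaling, the mean of log2 values, the embryo as random effect, each blastomere a sample, and without PA 4-cell embryo 1. It was also called without PA 4-cell-1-4 and 2-1, an alternative chosen after seeing the values, which dropped 0 of the 32 genes called in PA.

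The paper states differences of OTX2, OCT4 and SALL2 between IVF and PA. Here 0 of the 3 were called by limma at 1-, 2- or 4-cell stage under any alternative. The change of OTX2 from 4- to 8-cell stage differed between IVF and PA by -4.29 (limma adjusted p = 0.059), and it was called with a pseudocount of 0.1, without the filter, and without IVF 4-cell embryo 1 or 3 or PA 4-cell embryo 1.

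Among the 20 most abundant nuclear mRNAs, the paper names FTL and ENSSSCG00000004151 as specific to IVF and SEPTIN11 and FAM151B as specific to PA. Here these 4 were in lists of both groups. In the IVF 4-cell list of the paper's Table S5, 7SK, ARMC1, ENSSSCG00000004489 and ENSSSCG00000004151 are listed among 20 genes, and here they ranked 26, 40, 64 and 67 by their averages over cells. The paper's clustering parts the 1- and 2-cell stages from the 4- and 8-cell stages. Here 6 of the 18 blastomeres of 4-cell embryos lay in the cluster of the early stages.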

Other observations

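The tests of explanations in this part, the counts of other splits of the embryos included, were chosen only after the results were seen.

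The numbers of genes called were compared with those of other splits of the same embryos into groups of 3 and 3, of which there are 10 with the real one. For IVF from 2- to 4-cell stage (90 calls by limma), 1 split of the 10 gave as many calls, the real one, and the largest number among the others was 3. For PA from 1- to 2-cell stage (8 calls), 1 split did, and the others reached 1. For PA from 2- to 4-cell stage (32 calls), 2 splits did, since another one also gave 32. For IVF against PA, 2 splits gave at least 4 calls at the 1-cell stage, and 4 gave at least 45 at the 4-cell stage, where the largest of the others was 83. With 0 calls, all 10 splits gave as many for IVF from 1- to 2-cell stage (216 genes at an unadjusted p under 0.05 by limma) and for IVF against PA at the 2-cell stage (441). As 10 splits give no share below 0.1, they cannot decide on chance in these 7 comparisons. Apart from them, 15 genes were called up in both IVF and PA from 2- to 4-cell stage, with 0.191 expected if the lists were independent. With PA 4-cell-1-4 and 2-1 left out, 1 split of the 10 gave as many calls as the real one for PA from 2- to 4-cell stage (601, the others up to 4) and for IVF against PA at 4-cell stage (330, the others up to 180). For the interactions from 1- to 2-cell and from 2- to 4-cell stage, with 0 calls by limma (227 and 434 at an unadjusted p under 0.05), 100 of 100 random splits gave as many, with up to 2 and 45 calls. Any split gives at least 0 calls, so where the real number is 0 this comparison says nothing on chance.

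The steps to the 8-cell stage rest on 1 embryo in each group, so single 4-cell embryos were set against the other 4-cell embryos of their method in the same fit. For IVF, limma called 266, 555 and 148 genes in this way, against 566 from 4- to 8-cell stage. For PA, it called 27, 82 and 261, against 811. Numbers of up to 555 and 261 without any difference in stage are consistent with a large part of the calls coming from the spread between embryos of one stage, and 3 choices per method cannot tell how large a part it is. The numbers for PA were 373, 339 and 245, against 789, without PA 4-cell-1-4 and 2-1. For 1- and 2-cell embryos, the same procedure gave at most 7 calls, apart from PA 2-cell embryo 3 with 25. A change with stage stays open for each gene until further 8-cell embryos are measured.

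The number of detected genes falls with stage in IVF and PA. The median of reads on genes falls with stage in IVF, while in PA it is lowest at the 4-cell stage. With every cell thinned to 4300000 reads, Spearman's rho with stage was -0.963 in IVF and -0.925 in PA, which argues against fewer reads at later stages as the whole cause. A lower yield of the amplification in smaller cells and the rising share of mitochondrial reads were not tested and stay open, as does the loss of transcripts stored in the oocyte.

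PA 4-cell-1-4 and 4-cell-2-1 nearly repeat the values of PA 2-cell-1-2 and 2-cell-2-1, which the paper does not report. Pearson's r of log2 values was 0.999 in each pair, against at most 0.908 in the other 859 pairs of cells. Reads of the paired cells differed by little more than random draws from 1 library do. The squared difference over the variance of such draws had a median over genes of 0.943 and 1.34, against 0.455 expected and at least 61.9 in the other pairs. This is consistent with 1 library under 2 labels. Delayed development of these blastomeres could leave them like 2-cell blastomeres, but sisters of PA 2-cell embryos reached an r of 0.672, so an r of 0.999 with a cell of another embryo argues against it. A mixture with RNA of their own sister blastomeres was tested on genes high in those sisters and near 0 in the 2-cell blastomere. These lay at up to 0.0568% of the level of the sisters, which argues against it. All 4 cells lie with the early stages in the clustering, in line with the 2-cell label, but which label is right was not tested, and the step at which the repeat arose stays open. Without the 2 cells, limma called 601 genes in place of 32 in PA from 2- to 4-cell stage.

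Sister blastomeres of 4-cell embryos differed widely in their activation score, which is the mean log2(FPKM + 1) of genes rising from 2- to 4-cell stage in the other method minus that of genes falling. After thinning, sisters lay up to 5.21 apart in IVF and 4.57 in PA, against up to 1.57 and 0.629 among 2-cell sisters before it, which argues against a different depth of sister libraries as the source. In PA, the range fell from 4.53 to 1.63 without PA 4-cell-1-4 and 2-1 (1.64 after thinning), in line with most of it coming from cells that repeat a 2-cell blastomere. In IVF, the falling genes of the score are 1 gene, TRPM7. By the rising genes alone, sisters lay up to 4.91 apart in IVF and 0.646 in PA without these 2 cells, against 0.167 and 0.839 in 2-cell embryos. By the genes called without these 2 cells, it was 5.44 and 0.879, against 0.250 and 0.346. Both scores were chosen after seeing the data. A range above that of 2-cell sisters stays in IVF with each, while in PA without the 2 cells it depends on the genes of the score. With 1 library per blastomere, a difference in the timing of genome activation between sisters may be one source of the range in IVF and the variation between libraries of equal cells another, and these values do not part them.

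Within the 6 4-cell embryos (18 blastomeres), 8 relations between measures were computed, each with 100000 permutations within embryos (two-sided), adjusted by Benjamini-Hochberg over the 8. The activation score rose with the mitochondrial share (Pearson's r = 0.675, permutation p = 0.0055, adjusted 0.044; Spearman's rho = 0.688, permutation p = 0.0225), with r = 0.62 in IVF and 0.806 in PA and a positive slope in 5 of 6 embryos. Without the 2 cells farthest from the median, r was 0.734. Leaving out PA 4-cell-1-4 and 2-1 leaves 15 cells of 5 embryos, and r was then 0.592 (permutation p = 0.056, adjusted 0.448; 0.335 in PA), so the relation passes the adjustment only with these cells included. With the 2 other scores, chosen after seeing the data, 12 more relations were computed, and their p are not adjusted. Over the 18 blastomeres, r was 0.399 by the rising genes alone (permutation p = 0.0616) and 0.709 by the genes called without the 2 cells (permutation p = 0.00976), and without the 2 cells 0.355 and 0.578 (permutation p = 0.379 and 0.0871). The relation therefore depends on the genes of the score. Fewer nuclear genes detected in those blastomeres could raise the share of mitochondrial reads, and the score fell with the number of detected genes, though not past the threshold (r = -0.453, permutation p = 0.0983, adjusted 0.197; rho = -0.358, permutation p = 0.261; r = -0.415 without 2 cells). The relation cannot be told apart from this explanation, since r was -0.167 in IVF and -0.859 in PA, and -0.145 over both (permutation p = 0.697) without PA 4-cell-1-4 and 2-1.

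The share of multi-mapped reads in Table S1 also rose with the activation score within 4-cell embryos (r = 0.673, permutation p = 0.0231, adjusted 0.0759; rho = 0.608, permutation p = 0.0659), with a positive slope in 6 of 6 embryos and r = 0.642 without 2 cells. It was 0.611 without PA 4-cell-1-4 and 2-1 (permutation p = 0.151, adjusted 0.602). By the 2 other scores, r was 0.774 and 0.751 (permutation p = 0.00265 and 0.00389, not adjusted), and without the 2 cells 0.740 and 0.766 (permutation p = 0.0234 and 0.0488). Its median over cells was 0.71, 0.73, 1.32 and 2.97% in IVF and 0.63, 0.67, 1.34 and 1.63% in PA from 1- to 8-cell stage. Depth of the libraries was tested by the relation of mapped reads with this share (r = -0.0333, permutation p = 0.925, adjusted 0.946; rho = -0.0547, permutation p = 0.851; r = -0.245 without 2 cells), and none was seen. A candidate explanation is that transcripts of repeated sequence rise with genome activation, for which r = 0.673 is the test. It does not pass the adjustment, and FPKM of genes hold no values for repeats, so it cannot be told apart from reads of gene families or of ribosomal RNA.

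Within these embryos, blastomeres high in genes that rise from 2- to 4-cell stage were low in genes that fall from 4- to 8-cell stage (r = -0.606, permutation p = 0.0285, adjusted 0.0759; rho = -0.579, permutation p = 0.0449; r = -0.315 without 2 cells, so it rests in part on these). With PA 4-cell-1-4 and 2-1 left out, r was -0.494 (permutation p = 0.26, adjusted 0.694; -0.561 in IVF and 0.158 in PA). Under median-ratio scaling, r was 0.0192 (permutation p = 0.946, adjusted 0.946; rho = 0.125, permutation p = 0.717), but it was -0.533 in IVF and 0.671 in PA, against -0.561 and -0.837 before it. The pooled value near 0 therefore hides opposite signs. Scaling of each cell could make the relation in PA, which rests on these 2 cells, and it cannot be told apart from a biological one over both methods.

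Cells typed male by the Y-chromosome sum were found in 0 of 6 IVF embryos of the 1- and 2-cell stages and in 3 of 4 of the 4- and 8-cell stages (Fisher's exact test, two-sided, p = 0.0333), and in 0 of 10 PA embryos. A chance draw of the sexes is 1 open explanation, and the p of 0.0333 is the smallest that this exact test can give for 3 male embryos among 10. Another is that transcription from the Y chromosome starts with genome activation, so that male embryos of earlier stages could not be seen by this sum. The 2 cannot be told apart without another measure of sex.

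From 2- to 4-cell stage of IVF, limma with embryos as replicates called far fewer genes than the paper's Table S6 lists. Of the paper's 1925 genes, 165 (8.57%) had over 90% of the reads of the higher group in 1 cell. This argues against reads of 1 cell alone as the source for most of them. The highest cell still held a median of 46.1% of the reads, so a large weight of single cells stays open. Of the paper's 1397 genes called up, 1197 were tested here, and 46 (3.29% of the 1397) passed in limma with each blastomere a sample. Of its 528 genes called down, 180 (34.1%) passed in this fit. The fit takes the log2 of each blastomere, which lowers genes at 0 in some blastomeres by construction, so it changes more than the replicate. For either list, the part of blastomeres counted as replicates cannot be told apart from this change of scale. Nor can it be told apart from the part of the test on counts that the paper used, which was not run here.

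ENSSSCG00000037674 lies within EEF1A1 on the other strand, and the reads on it were 0.576 to 0.951 times those on EEF1A1 in the cells (median ratio 0.834), while EEF1A1 ranged from 0.62 to 5301 FPKM. This nearly constant ratio is consistent with reads of EEF1A1 counted on both strands. More widely, of 1020 pairs of tested genes that overlap on opposite strands, 157 had a correlation above 0.9 over the 42 cells (median 0.385), against 1 of 4999 random pairs (median 0.0626), in line with reads counted without strand. Joint regulation of neighbouring genes stays open for single pairs. Of the 1241 genes called by limma in a comparison of 2 groups, 313 overlap a tested gene on the other strand, and 66 of them belong to a pair with a correlation above 0.9.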
